# The lactate sensor GPR81 regulates glycolysis and tumor growth of breast cancer

**DOI:** 10.1038/s41598-022-10143-w

**Published:** 2022-04-15

**Authors:** Shota Ishihara, Kenji Hata, Katsutoshi Hirose, Tatsuo Okui, Satoru Toyosawa, Narikazu Uzawa, Riko Nishimura, Toshiyuki Yoneda

**Keywords:** Biochemistry, Cell biology, Breast cancer

## Abstract

Metabolic reprogramming is a malignant phenotype of cancer. Cancer cells utilize glycolysis to fuel rapid proliferation even in the presence of oxygen, and elevated glycolysis is coupled to lactate fermentation in the cancer microenvironment. Although lactate has been recognized as a metabolic waste product, it has become evident that lactate functions as not only an energy source but a signaling molecule through the lactate receptor G-protein-coupled receptor 81 (GPR81) under physiological conditions. However, the pathological role of GPR81 in cancer remains unclear. Here, we show that GPR81 regulates the malignant phenotype of breast cancer cell by reprogramming energy metabolism. We found that GPR81 is highly expressed in breast cancer cell lines but not in normal breast epithelial cells. Knockdown of GPR81 decreased breast cancer cell proliferation, and tumor growth. Mechanistically, glycolysis and lactate-dependent ATP production were impaired in GPR81-silenced breast cancer cells. RNA sequencing accompanied by Gene Ontology enrichment analysis further demonstrated a significant decrease in genes associated with cell motility and silencing of GPR81 suppressed cell migration and invasion. Notably, histological examination showed strong expression of GPR81 in clinical samples of human breast cancer. Collectively, our findings suggest that GPR81 is critical for malignancy of breast cancer and may be a potential novel therapeutic target for breast carcinoma.

## Introduction

Cancer cells are characterized by the acquisition of various types of abnormal physiological processes^1^. One of the most fundamental characteristics of cancer is sustained proliferation, which is controlled by growth factors and their corresponding cell surface receptors that act in a paracrine or an autocrine manner. To fuel excessive cell proliferation and tumor growth, cancer cells reprogram energy metabolism using multiple pathways to produce ATP^2,3^. Normal cells mainly use mitochondrial oxidative phosphorylation to produce ATP from glucose under aerobic conditions, whereas ATP production in cancer cells occurs mainly by glycolysis through reprogramming glucose metabolism, even under aerobic conditions^4^. This “aerobic glycolysis” is well established as the Warburg effect and represents one of the anomalous energy-producing metabolic processes observed in cancer^5^. In general, glycolysis produces less ATP than oxidative phosphorylation in mitochondria; however, ATP generation is more rapid, which is suitable for the energy demands of aggressively proliferating cancer cells. An enhanced glycolytic pathway is also advantageous for cancer cells to survive under hypoxic conditions.

Glycolysis is a cytoplasmic metabolic pathway which includes 10 steps of enzymatic reactions, and phosphofructokinase (PFK) represents the rate-limiting step^6^. The final product of glycolysis is pyruvate, which is converted to lactic acid by lactate dehydrogenase-A (LDHA). Thus, metabolic reprogramming from oxidation to glycolysis produces large amounts of lactate in cancer cells^7^. To prevent intracellular acidification, cancer cells release lactate into the tumor microenvironment through monocarboxylic acid transporter 4 (MCT4)^8^. The physiological lactate concentration is approximately 2 mM in healthy tissues, while that in cancer tissues is 10–30 mM^9^. Lactate excretion subsequently creates a low-pH tumor microenvironment, which promotes cancer aggressiveness, including increased angiogenesis, proteolytic activity, metastatic potential, and resistance to anti-cancer therapies^10^.

Lactate has long been recognized as a metabolic waste product of aerobic glycolysis. However, recent studies revealed the critical role of lactate as an energy source in various tissues, including brain, skeletal muscle, and cancer^11–15^. For instance, hypoxic cancer cells produce large amounts of lactate, which is released into the extracellular space via MCT4, and aerobic cancer cells incorporate lactate via MCT1, which is then converted to pyruvate by lactate dehydrogenase B^16^. Pyruvate is used as a substrate for oxidative phosphorylation, and, thus, aerobic cancer cells can utilize lactate as an energy source^16^. This cell–cell exchange of lactate is known as the “lactate shuttle” and allows “metabolic symbiosis” between hypoxic and aerobic cancer cells. Moreover, cancer cells utilize lactate released from cancer-associated stromal cells^17,18^. These reports indicate the important roles of lactate as an energy source for cancer cells.

In addition to its role as an energy source, it has become evident that lactate functions as a signaling molecule by binding to a specific receptor followed by signal transduction. Recently, G protein-coupled receptor 81 (GPR81), also known as hydroxycarboxylic acid receptor 1 (HCAR1), was identified as a lactate receptor in adipocytes^19^. GPR81 is exclusively expressed in adipocytes with relatively low expression in other tissues, including the brain, skeletal muscle, kidney, liver, and in macrophages^19–23^. GPR81 contains seven transmembrane domains, and lactate directly binds to GPR81 resulting in the propagation of intracellular signals through the G protein^24^. The activation of GPR81 by lactate causes cyclic AMP downregulation leading to a decrease in intracellular cAMP concentration^23,25^. The identification of the lactate sensor GPR81 and its downstream signaling highlighted the role of lactate as a signaling molecule, which regulates cellular functions under physiological and pathological conditions. For instance, lactate-dependent GPR81 activation in dendritic cells controls immune evasion of breast cancer cells in a paracrine manner^26^.

Given that the cancer microenvironment contains large amounts of lactate, the activation of GPR81 by lactate likely controls cancer cell activity. However, the pathological role of GPR81 in cancer cells under conditions of high lactate concentrations within the tumor microenvironment remains to be elucidated. In this study, we found that GPR81 is highly expressed in breast cancer cells, and silencing GPR81 expression inhibited proliferation and migration of breast cancer cells in vitro and tumor growth in vivo. Glycolysis and ATP production were also decreased in GPR81-silenced cells. Consistent with these results, human breast cancer tissue specimens demonstrated high GPR81 expression compared with that of normal breast tissues. Our findings suggest that activation of GPR81 by lactate is important for aggressiveness of breast cancer, and GPR81 may be a potential novel therapeutic target for breast cancer.

## Results

### GPR81 is expressed in breast cancer cells

To determine the pathophysiological roles of GPR81 in breast cancer cells, we first compared the expression level of GPR81 in the tumorigenic human breast cancer cell lines MCF7 and MDA-MB-231 with that in the non-tumorigenic breast epithelial cell line MCF-10A^27^. Western blotting analysis demonstrated that MCF-7 and MDA-MB-231 cells had higher levels of GPR81 protein than MCF-10A cells (Fig. 1a). Immunofluorescent analysis revealed that GPR81 was expressed on the cell membrane of MCF-7 and MDA-MB-231 cells and co-expressed with the cell membrane marker Na/K ATPase (Fig. 1b). In contrast, GPR81 expression was not detectable on the cell membrane of MCF-10A cells (Fig. 1b). The expression of the lactate transporter MCT4 was increased in MCF-10A and MDA-MB-231 cells compared with that in MCF-7 cells (Fig. 1a). In contrast, the expression of MCT1 was highest in MCF-7 cells among these three cell lines (Fig. 1a). Interestingly, lactate itself upregulated the expression of GPR81 in MDA-MB-231 cells (Fig. 1c). These results show that GPR81 expression is increased in breast cancer cells and, thus, suggest that GPR81 plays a role in the regulation of lactate metabolism and is associated with aggressiveness of breast cancer.

**Figure 1:**
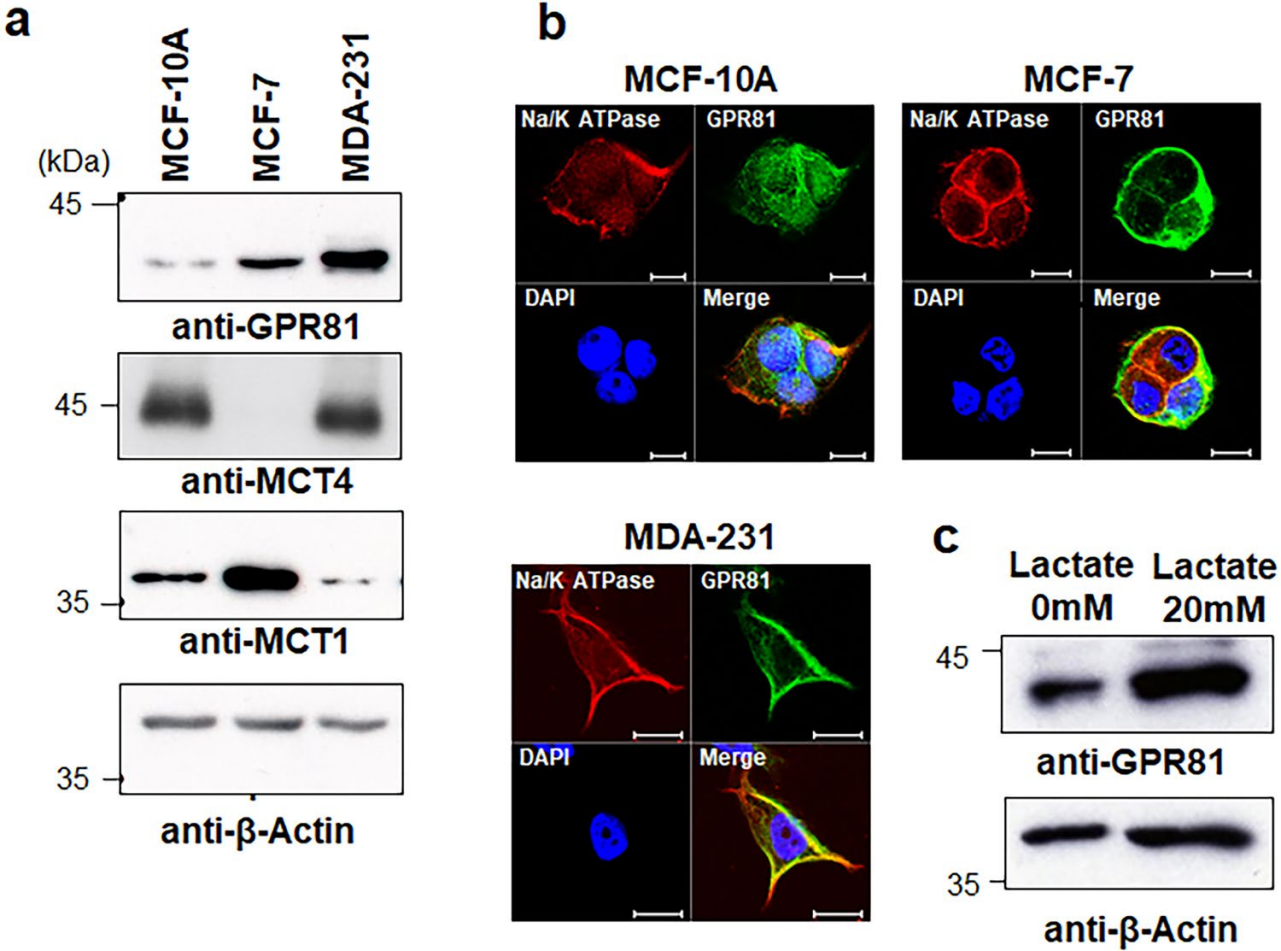
Expression of GPR81 in breast cancer cells. (**a**) Western blot analysis of GPR81 in breast cancer cells (MCF-7 and MDA-MB-231) and non-tumorigenic epithelial cells (MCF-10A). Cell lysates were analyzed by immunoblotting using anti-GPR81, anti-MCT4, anti-MCT1, and anti-β-actin antibodies. (**b**) Immunocytochemical analysis of GPR81 expression in breast cancer cells (MCF-7 and MDA-MB-231) and non-tumorigenic epithelial cells (MCF-10A). MCF-10A, MCF-7 and MDA-MB-231 cells were incubated with polyclonal antibodies against GPR81 followed by Alexa Fluor Plus 488-conjugated secondary antibody and visualized under a fluorescence microscope. Na/K ATPase was used as a cell membrane marker and the nuclei were stained with DAPI. Scale bar 10 μm. (**c**) MDA-MB-231 cells were cultured in the presence and absence of 20 mM lactate for 48 h, and cell lysates were analyzed by immunoblotting using anti-GPR81 and anti-β-actin antibodies.

### Knockdown of GPR81 suppressed lactate secretion and tumor growth

To further determine the role of GPR81 in breast cancer, GPR81 was stably silenced using short hairpin (sh)RNA in MDA-MB-231 cells, which showed the highest expression of GPR81 (Fig. 1a) (hereafter designated shGPR81 cells). We established two MDA-MB-231 lines in which GPR81 was stably suppressed: shGPR81 #1 and shGPR81 #2. We confirmed by RT-qPCR and western blotting that the expression of GPR81 was significantly reduced in shGPR81 #1 and shGPR81 #2 cells compared with that in cells expressing the control hairpin RNA (shNT) (Fig. 2a,b and Supplementary Fig. S1). Of interest, knockdown of *GPR81* also decreased the expression of MCT4 (Fig. 2a,b and Supplementary Fig. S1). Furthermore, shGPR81 #1 cells showed decreased lactate release into the culture media compared with that of shNT cells (Fig. 2c).

**Figure 2:**
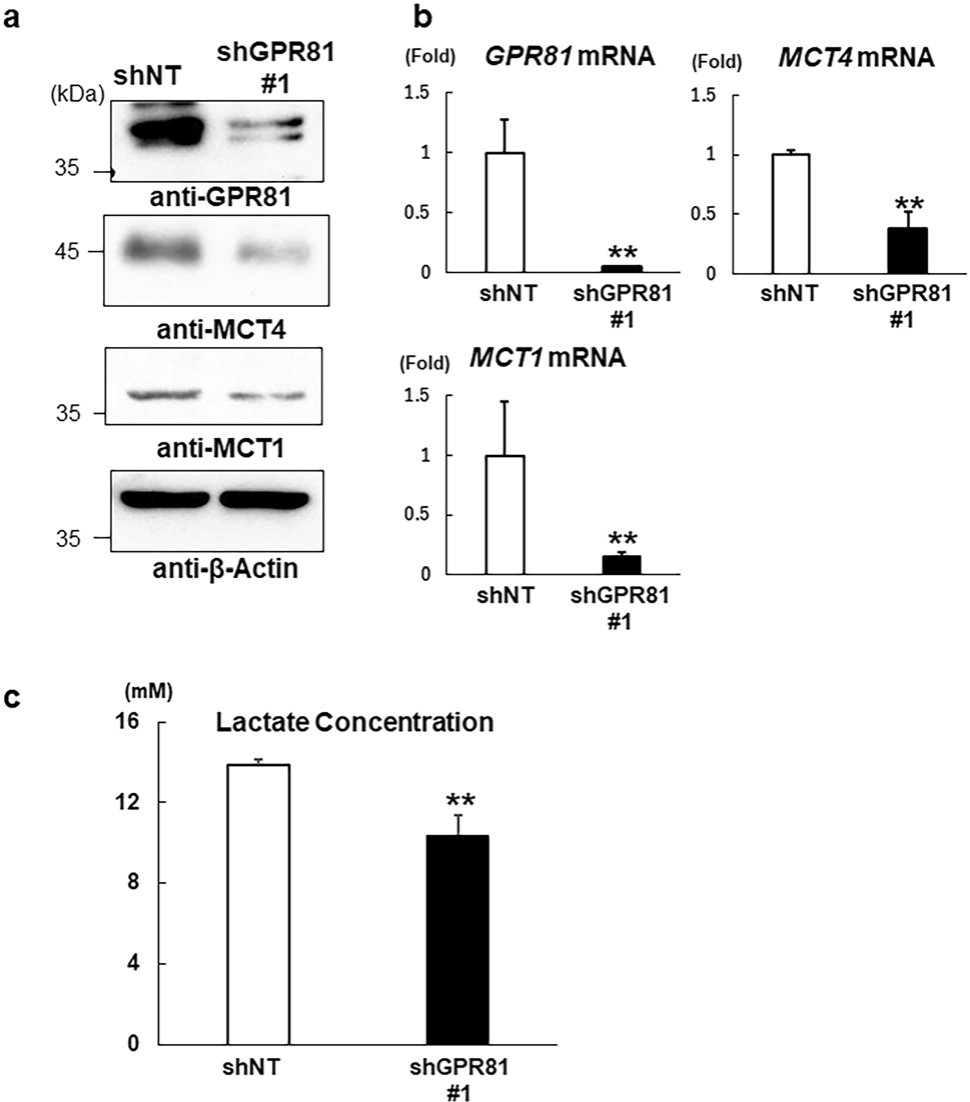
Stable knockdown of GPR81 in MDA-MB-231 cells. Using a lentiviral system, GPR81 was stably knocked down in MDA-MB-231 cells with GPR81-specific short hairpin RNA (shGPR81 #1) and compared with cells containing scrambled shRNA as a control (shNT). Knockdown of GPR81 was confirmed by (**a**) western blotting and (**b**) RT-qPCR. The *GPR81*, *MCT1*, and *MCT4* mRNA levels in the shGPR81 #1 cells are presented as the fold increase compared with those in shNT cells. Data are presented as the means ± s.d. (*n* = 3/group). **p < 0.01; Student’s *t-*test. (**c**) Lactate production in shNT and shGPR81 #1 cells. The cells were cultured for 24 h and lactate concentrations in the supernatants were determined (*n* = 3/group). **p < 0.01 (vs. shNT cells); Student’s *t-*test.

Next, we examined the role of GPR81 in cancer cell proliferation. Proliferation of shGPR81 cells was significantly reduced compared with that of shNT cells as assessed by the WST-1 assay (Fig. 3a and Supplementary Fig. S1). Furthermore, anchorage-independent growth of shGPR81 cells was also reduced (Fig. 3b). Importantly, when the shNT or shGPR81 cells were implanted subcutaneously in nude mice, the tumor growth of the shGPR81 cells was substantially decreased compared with that of the shNT cells (Fig. 3c and Supplementary Fig. S1).

**Figure 3:**
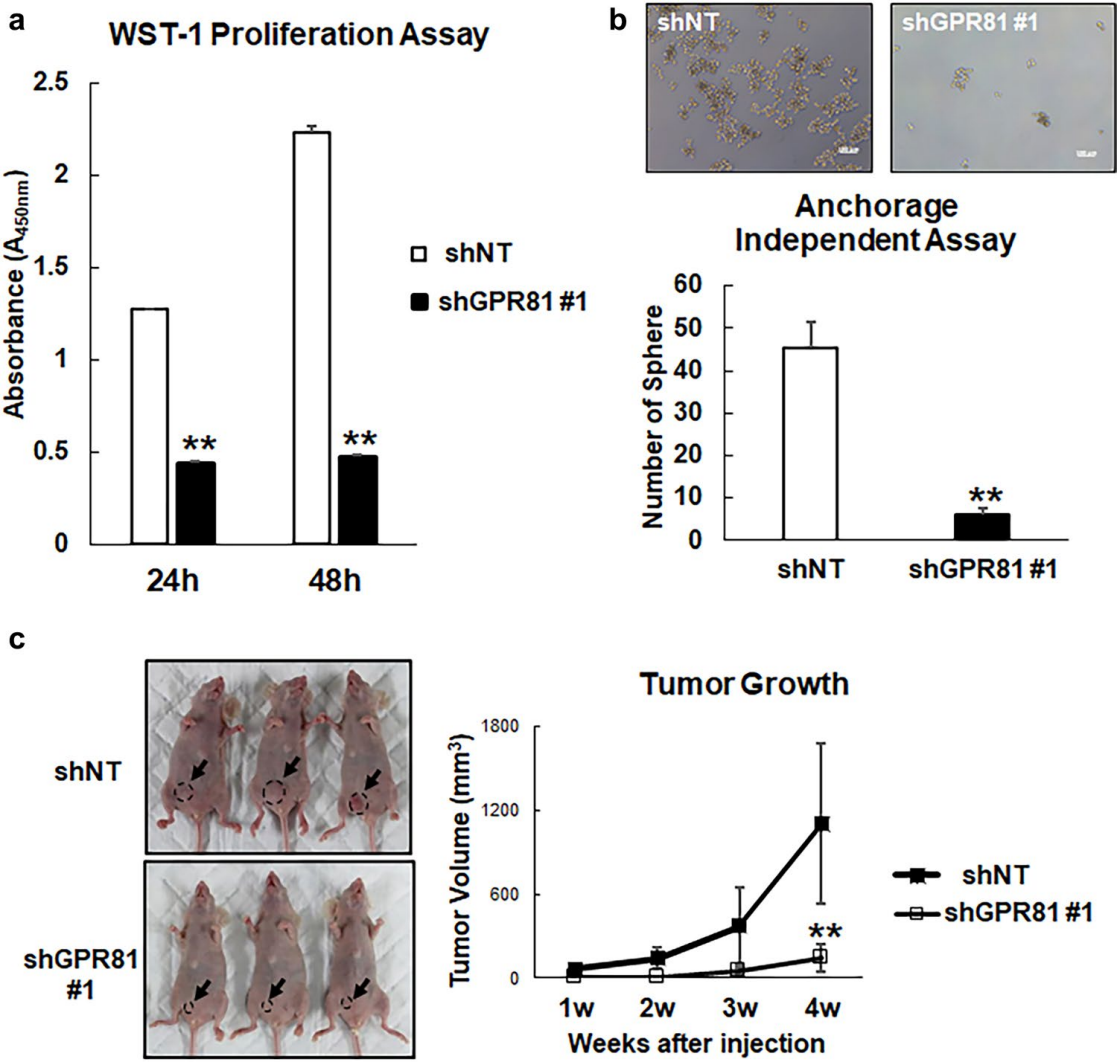
Decrease in cell proliferation and tumor growth of shGPR81 MDA-MB-231 cells. (**a**) ShNT and shGPR81 #1 cells were cultured in 96 well plates, and cell proliferation was determined using the WST-1 Proliferation Assay Kit (*n* = 5/group). **p < 0.01 (vs. shNT cells); Student’s *t*-test. (**b**) Anchorage-independent cell growth of shNT and shGPR81 cells. ShNT and shGPR81 cells were cultured in EZ-BindShut microplates for 7 days, and the number of spheres were counted using a light microscope. The upper panel shows representative micrographs of spheres generated from shNT and shGPR81 cells. Scale bars 100 μm (top). Sphere-forming potential of shNT and shGPR81 cells (mean ± s.d.; *n* = 3). **p < 0.01 (vs. shNT cells); Student’s *t*-test (bottom). (**c**) Representative images of MDA-MB-231 shNT and shGPR81 #1 xenografts at 4 weeks after tumor cell injection (left). Tumor volumes of shNT and shGPR81 #1 xenografts were measured over a period of 4 weeks after cell injection (right; *n* = 5/group). **p < 0.01 (vs. shNT cells); Student’s *t*-test.

We then examined whether glycolytic ATP production was affected by silencing of GPR81 expression. Lactate treatment increased the ATP production in shNT cells, which was attenuated in shGPR81 cells, suggesting that GPR81 regulated lactate-dependent ATP production (Fig. 4a). Mechanistically, shGPR81 cells showed decreased expression of rate-limiting glycolytic enzymes, including hexokinase 2 (HK2), PFK1, and LDHA, compared with those in shNT cells (Fig. 4b). These data collectively suggest that GPR81 regulates glycolytic ATP production and tumor growth in breast cancer cells. However, it should be noted that reduced expression of the lactate transporters MCT4 and MCT1 may also contribute to decreased ATP production in shGPR81 cells.

**Figure 4:**
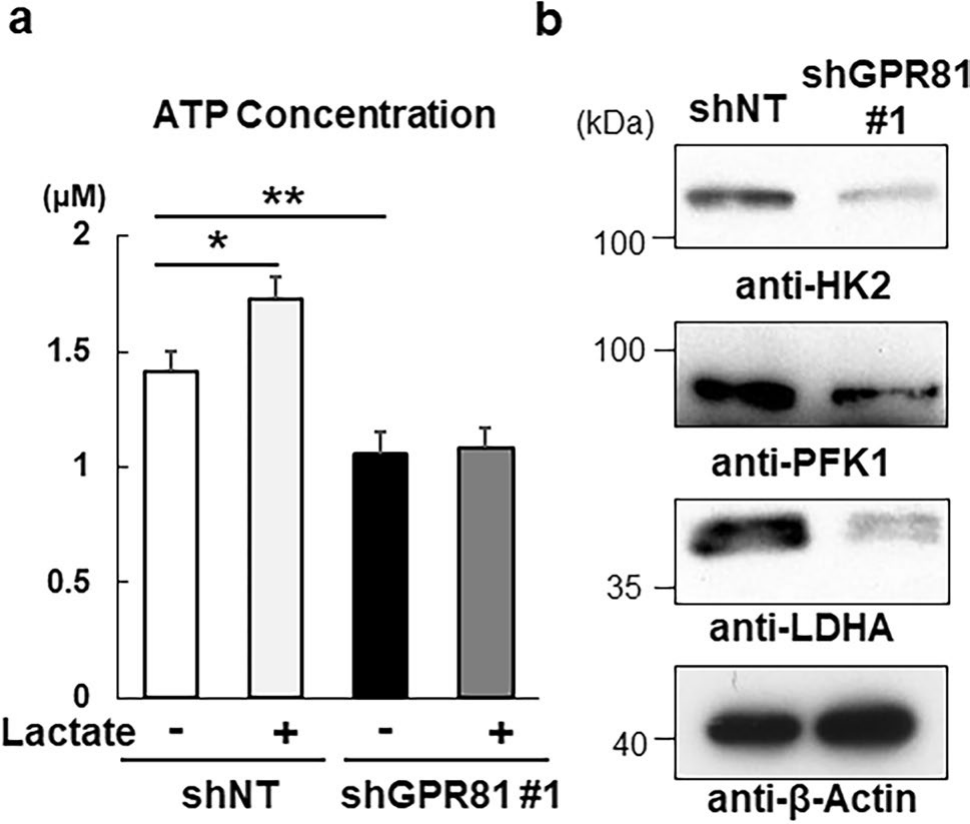
Impaired ATP production and glycolysis in shGPR81 MDA-MB-231 cells. (**a**) ShNT and shGPR81 #1 cells were cultured for 24 h with or without 10 mM lactate and intracellular ATP concentrations were measured using an ATP assay kit (*n* = 3/group). **p < 0.01 using one-way analysis of variance followed by Tukey’s post hoc test. (**b**) Western blot analysis of glycolytic enzymes in shNT and shGPR81 #1 cells. Cell lysates from shNT and shGPR81 #1 cells were analyzed by immunoblotting using anti-HK2, anti-PFK1, anti-LDHA, and anti-β-actin antibodies.

### GPR81 is involved in osteolysis associated with tumor growth in bone

Breast cancer frequently metastasizes to bone, and MDA-MB-231 cells have been widely used in animal models of osteolytic bone metastasis^28^. Thus, we next determined whether GPR81 plays a role in the regulation of tumor growth in bone. We injected shNT or shGPR81 cells in the hind limbs of female nude mice and evaluated tumor growth by quantifying the osteolytic lesions by X-ray analysis^29^. We found that the development of osteolytic lesions by shGPR81 cells was significantly decreased compared with that of shNT cells (Fig. 5a,b and Supplementary Fig. S2). Histological analysis further demonstrated that GPR81 was strongly expressed in shNT tumors (Supplementary Fig. S3), and the number of tartrate-resistant acid phosphatase (TRAP)-positive, multinucleated osteoclasts at the tumor-bone interface was significantly decreased in shGPR81 cell-injected bone compared with that of shNT cell-injected bone (Fig. 5c–e). Moreover, we found that knockdown of *GPR81* decreased the expression of interleukin-6 *(IL6)* and *IL11* mRNA*,* whereas no significant change was observed for parathyroid hormone-related protein (*PTHrP*) mRNA expression, contrary to our expectation (Fig. 5f). These data suggest that GPR81 plays an important role in the development of osteolysis and breast tumor growth in bone.

**Figure 5:**
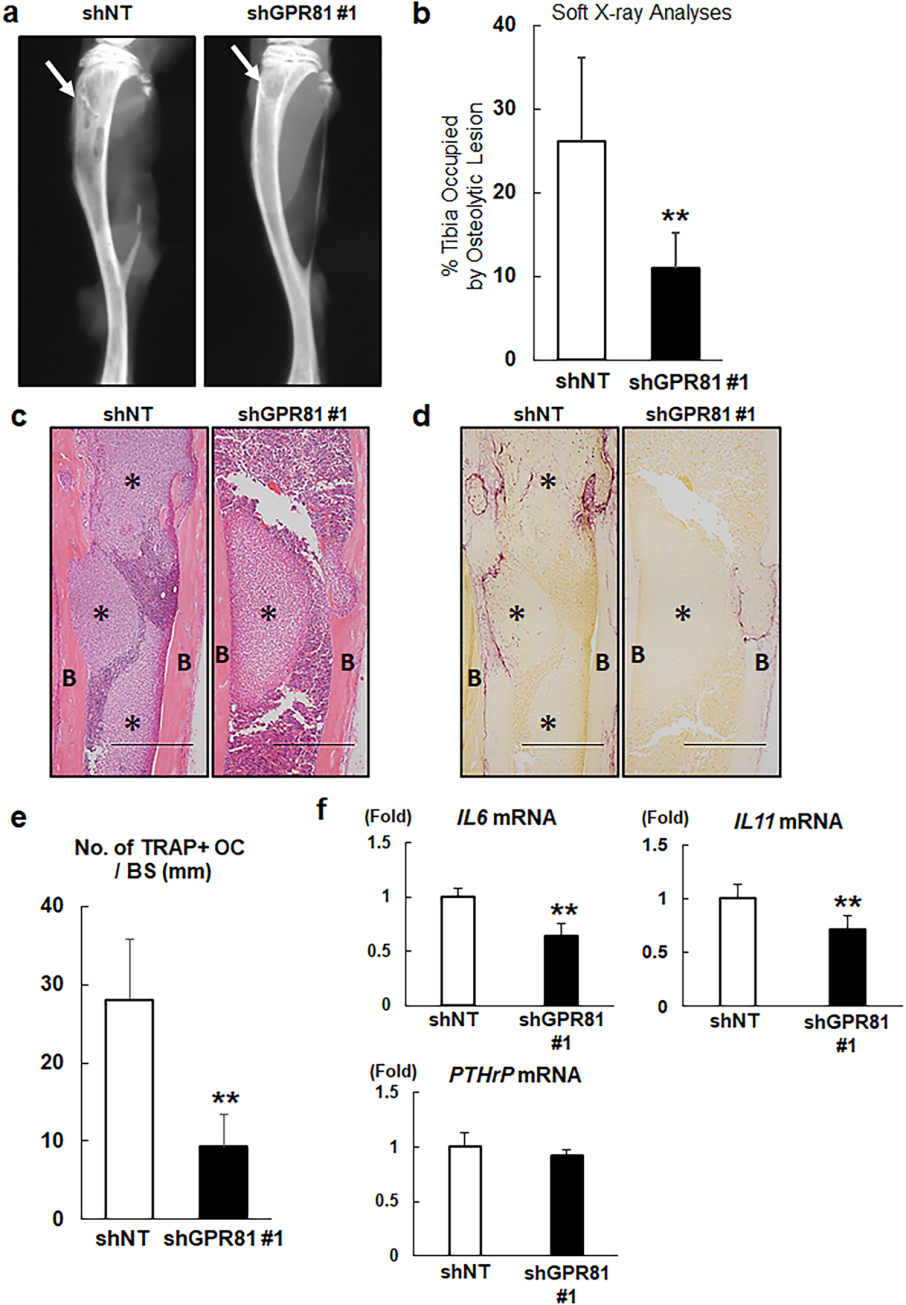
Impaired osteolytic tumor growth of shGPR81-transduced MDA-MB-231 cells. (**a**) Soft X-ray analysis of the hind limbs of mice after bone marrow injections with 1 × 10^5^ shNT or shGPR81 #1 cells. The arrowheads indicate the osteolytic lesions. (**b**) Osteolytic destruction was quantified by measuring the areas of the osteolytic lesions in digital X-ray images. The data are presented as the percentage of the tibia occupied by osteolytic lesions (*n* = 9 mice/group). **p < 0.01 (vs. shNT cells); Student’s *t-*test. (**c**) Hematoxylin and eosin staining of histological sections of the tibiae collected from the mice shown in panel (**a**). B: cortical bone, *: tumor. Scale bars 500 μm (**d**) Tartrate-resistant acid phosphatase (TRAP) staining of serial sections presented in panel (c). Note that TRAP-positive osteoclasts aligned at the endosteal surfaces. B: cortical bone, *: tumor. Scale bars 500 μm (**e**) The number of TRAP-positive osteoclasts per bone surface (no. of TRAP + OC/BS) was measured using a light microscope (mean ± s.d., *n* = 5/group). **p < 0.01 (vs. shNT); Student’s *t*-test. (**f**) Total RNA was isolated from shNT and shGPR81 #1 cells, and *IL6*, *IL11*, and *PTHrP* mRNA expression was analyzed by RT-qPCR. Data are shown as fold changes normalized to shNT (mean ± s.d., *n* = 3/group). **p < 0.01 (vs. shNT); Student’s *t-*test.

### GPR81 controls cancer cell motility

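RNA was sequenced from MDA-MB-231 cells, a human breast cancer line, that carried either the control hairpin (shNT) or a hairpin against GPR81, with 3 libraries per group. TruSeq stranded mRNA libraries were read as single-end reads of 75 bases on an Illumina HiSeq instrument. According to the paper, the reads were mapped to the human genome (GRCh37) with TopHat. The values used here are the authors' FPKM, 1 value per gene symbol and library for 26255 symbols. The paper states that read counts were analyzed in iDEP, while its text names neither the program behind the FPKM nor the hairpin that the sequenced cells carried, so the second group is written below as the libraries labelled shGPR81. Depth is not given with the values. In 3567 genes the FPKM of the 6 libraries were whole multiples of 1 step, which gives relative depths of 1 to 1.07 and, with GENCODE transcript lengths, between 12023061 and 12863410 reads per library (medians over genes). Read numbers below are the smallest whole numbers that give a gene's FPKM, and intervals from them cover counting error only. Values were compared as log2(FPKM + 0.1) with limma, over the 14349 genes at 0.1 FPKM or more in at least 3 libraries, with Benjamini-Hochberg adjustment. The paper does not state that the 3 libraries of a group come from separate transductions. The p-values and SDs below therefore measure spread between libraries. They cannot tell an effect of the hairpin from another difference between the lines.

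The gene of GPR81, HCAR1, has 1 exon and lies on chromosome 12 of GRCh37 from 123210623 to 123215391 on the minus strand. Both hairpin targets lie in its coding sequence, that of shGPR81 #1 from 123213902 to 123213922 and that of shGPR81 #2 from 123214159 to 123214179. HCAR1 was at 1.12 ± 0.212 FPKM (SD, n = 3) in shNT and at 0.755 ± 0.314 FPKM (SD, n = 3) in the libraries labelled shGPR81. The log2 fold change was -0.57 (SE 0.31, adjusted p = 0.38 from limma with Benjamini-Hochberg adjustment), and adjusted p was between 0.305 and 1 under the alternative settings. The upper end came from limma's treat, which tests against the fold change itself, and the highest of the other settings was 0.677. An exact two-sided permutation test gave p = 0.2, where 3 against 3 libraries allow no p below 0.1. The values stand for 37, 40 and 52 reads in shNT and for 40, 36 and 16 reads in the libraries labelled shGPR81, a ratio of 0.677 after correction for depth (95% Clopper-Pearson interval 0.513 to 0.892). Without shGPR81 replicate 3 the log2 fold change was -0.22. The paralog HCAR2 was listed at 0.0369 FPKM in shGPR81 replicate 2 and at 0 in the other libraries, and HCAR3 was listed at 0 in all 6. Of 4695 stretches of 75 bases in the HCAR1 transcript, 0 occur in transcripts of HCAR2 or HCAR3.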

To further investigate the role of GPR81 in cancer aggressiveness, we performed comparative global gene expression analysis after RNA-sequencing (RNA-seq) of shNT and shGPR81 cells. 

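At an adjusted p under 0.05 and a fold change above 1.5, 228 genes were lower and 137 higher in the libraries labelled shGPR81 than in shNT (limma, Benjamini-Hochberg). Without the threshold on the fold change, 736 genes had an adjusted p under 0.05. All 365 genes had groups without overlap, as did 25.6% of the tested genes, where chance gives 10%. The setting that moved the counts most was limma's treat, which tests against the fold change itself and gave 46 lower and 9 higher genes. Single libraries also moved them: 121 and 81 genes passed without shNT replicate 2, 133 and 65 without shGPR81 replicate 1, 135 and 66 without shGPR81 replicate 2, and 169 and 85 without shGPR81 replicate 3. A total of 154 genes, 98 lower and 56 higher, passed in each of the 6 fits that left out 1 library.

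Among the called genes with a mean of at least 1 FPKM over the 6 libraries and groups without overlap, the 5 largest falls included those of NLRP2, EEF1A2, TFF1 and MAGED1. NLRP2, on chromosome 19, was at 3.88 ± 0.401 FPKM (SD, n = 3) in shNT and at 0.0619 ± 0.0409 FPKM in the libraries labelled shGPR81, a log2 fold change of -4.65 (SE 0.23, adjusted p = 0.00028 from limma). Its size depended on the setting, with -5.94 to -2.20 over the alternatives. The log2 fold change was -4.06 (SE 0.16) for EEF1A2, on chromosome 20, and -3.50 (SE 0.27) for MAGED1. TFF1 values stand for 28, 25 and 34 reads in shNT and for 1, 2 and 2 reads in the libraries labelled shGPR81, so it was at least 10.2-fold lower. The 5 largest rises were those of SNORA9, RTN1, G0S2, ENPP4 and PINLYP. SNORA9 was listed at 0 in shNT, and its values in the other group stand for 1, 2 and 1 reads. RTN1 was at 0.150 ± 0.00818 FPKM (SD, n = 3) in shNT and at 1.90 ± 0.151 FPKM in the libraries labelled shGPR81, a log2 fold change of 3.00 (SE 0.16, adjusted p = 0.00034 from limma). Over the alternatives it was between 1.33 and 3.58. G0S2 rose by 2.23 on the log2 scale (SE 0.11) and PINLYP by 1.39 (SE 0.23), and ENPP4 was at 3.16 ± 0.422 FPKM (SD, n = 3) in shNT and at 8.45 ± 0.468 FPKM in the libraries labelled shGPR81. PINLYP passed both thresholds in 3 of the 6 fits that left out 1 library and not without shNT replicate 2, shGPR81 replicate 1 or shGPR81 replicate 2, with an adjusted p of 0.0265 to 0.0623 over the 6 fits.

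Position was not even among the lower genes. Of 221 with a single locus in the annotation, 49 lay on chromosome 20, which holds 2.83% of the tested genes (one-sided Fisher's exact test, p = 3.6e-30). Across the chromosome the median log2 fold change was -0.40 over the 267 genes with a mean of at least 5 FPKM, 257 of which were lower (camera with a preset correlation of 0.01, adjusted p = 2.8e-76 over 23 chromosomes). This held under fry (adjusted p = 0.0018) and with an estimated correlation (0.0444). The choice of chromosomes as a summary was made after the values were seen.

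**Figure D1:**
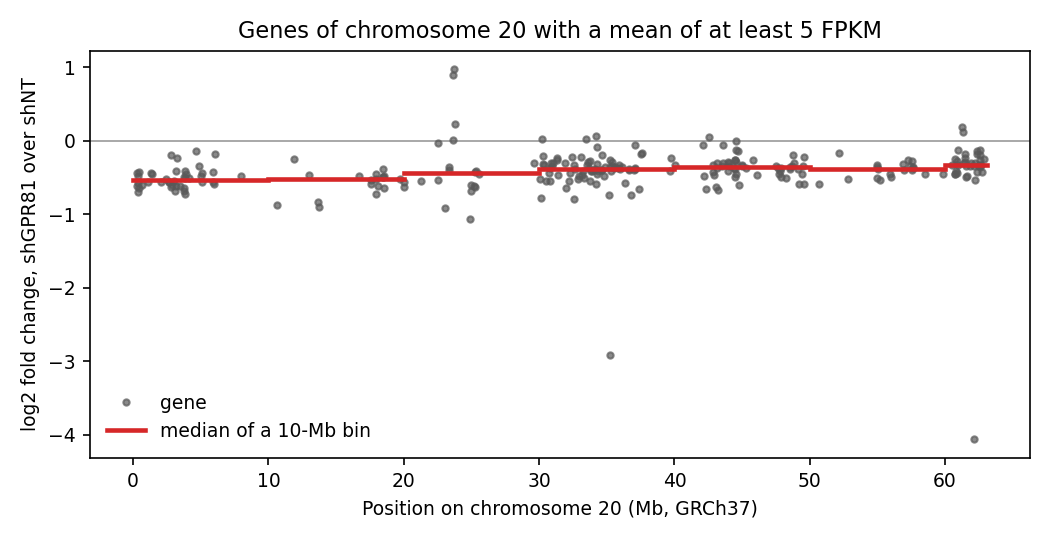
The log2 fold change of shGPR81 over shNT for each gene of chromosome 20 with a mean of at least 5 FPKM, against its position in Mb on GRCh37. Each point is 1 of 267 genes and each red line is the median of a bin of 10 Mb; the 7 bin medians lie between -0.53 and -0.33.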

RNA-seq analysis identified 261 downregulated and 152 upregulated genes using a threshold for false discovery rate (FDR) of < 0.05 and a fold-change threshold > 1.5 (Fig. 6a). 

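The members of the GO term for positive regulation of cell motility were not used here. In their place stood a list of 85 genes that promote cell motility, compiled by hand before the data were examined and without the 7 genes of Fig. 6c. The median log2 fold change of its 75 tested genes was 0.02, and 34 of them were lower (camera, adjusted p = 0.921 over 8 lists). With each library left out in turn, the median was between -0.020 (without shGPR81 replicate 2) and 0.027 (without shGPR81 replicate 1). F3 was the 1 gene of the list past both thresholds and lower, where 1.59% of all tested genes were (one-sided Fisher's exact test, p = 0.70), and MMP14 and NRP2 were higher. These 3 genes are named after their values were seen. Adjusted over the list alone, 2 genes were lower and 2 higher. The list leaves out the 7 genes of Fig. 6c, 5 of which were called lower. Its count of lower genes therefore does not bear on the enrichment that the paper reports.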

Next, we performed Gene Ontology (GO) enrichment analysis for molecular function and found that shGPR81 cells were significantly enriched for downregulated genes from the positive regulation of cell motility gene set (GO:2000147) (Fig. 6b, Supplementary Table S1). Several genes associated with cancer cell motility, including *SEMA5A, PDGFRB, TGFB2, CXCR4, SNAI1, ICAM1*, and *NEDD9*, were decreased in shGPR81 cells (Fig. 6c).

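All 7 genes were lower in each of the 3 libraries labelled shGPR81 than in every shNT library (exact two-sided permutation test, p = 0.1 for each gene, the smallest that 3 against 3 libraries allow). Over all tested genes, PDGFRB, TGFB2, CXCR4, ICAM1 and NEDD9 passed both thresholds, SNAI1 did not, and SEMA5A was below the expression filter. Adjusted over the list alone, the 6 tested genes had an adjusted p of 1.9e-05 to 0.0039 (limma), which is not independent evidence because the study chose the list on these libraries. ICAM1, on chromosome 19 from 10381769 to 10397291, was at 5.32 ± 0.308 FPKM (SD, n = 3) in shNT and at 2.04 ± 0.209 FPKM in the libraries labelled shGPR81, a log2 fold change of -1.35 (SE 0.11, adjusted p = 0.0011 from limma). CXCR4, on chromosome 2 from 136871919 to 136876747, was at 0.719 ± 0.0739 FPKM in shNT and at 0.155 ± 0.0970 FPKM in the libraries labelled shGPR81, from 13, 15 and 16 reads and from 4, 5 and 1 reads. Its log2 fold change was -1.76 (SE 0.33, adjusted p = 0.0263). PDGFRB, on chromosome 5 from 149493402 to 149535435, was at 1.39 ± 0.171 and 0.818 ± 0.0684 FPKM, a log2 fold change of -0.69 (SE 0.15, adjusted p = 0.0470). SEMA5A, on chromosome 5 from 9035145 to 9546187, was at 0.0969 ± 0.0145 and 0.0275 ± 0.0124 FPKM, from 16, 18 and 13 reads and from 4, 7 and 3 reads. Without the expression filter its adjusted p was 0.0938 (limma).

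The number of the 7 genes past both thresholds was 6 without shNT replicate 1, 2 without shNT replicate 2, shNT replicate 3 or shGPR81 replicate 1, and 3 without shGPR81 replicate 2 or shGPR81 replicate 3. ICAM1 and TGFB2 passed in all 6 of these fits. CXCR4 failed without shNT replicate 2, shNT replicate 3 or shGPR81 replicate 1. PDGFRB and NEDD9 passed only without shNT replicate 1.

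**Figure D2:**
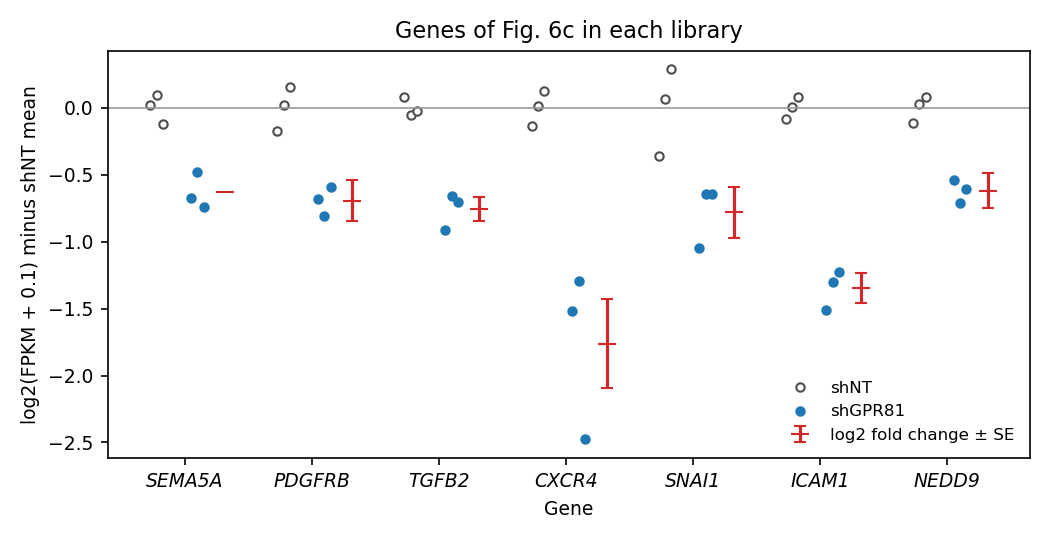
log2(FPKM + 0.1) of the genes of Fig. 6c in each library, minus the mean of the 3 shNT libraries. Open circles are shNT libraries, filled circles are libraries labelled shGPR81, and the red marks are the log2 fold changes with their SE from limma (no SE for SEMA5A, which was not tested); for all 7 genes the 2 groups do not overlap.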

**Figure 6:**
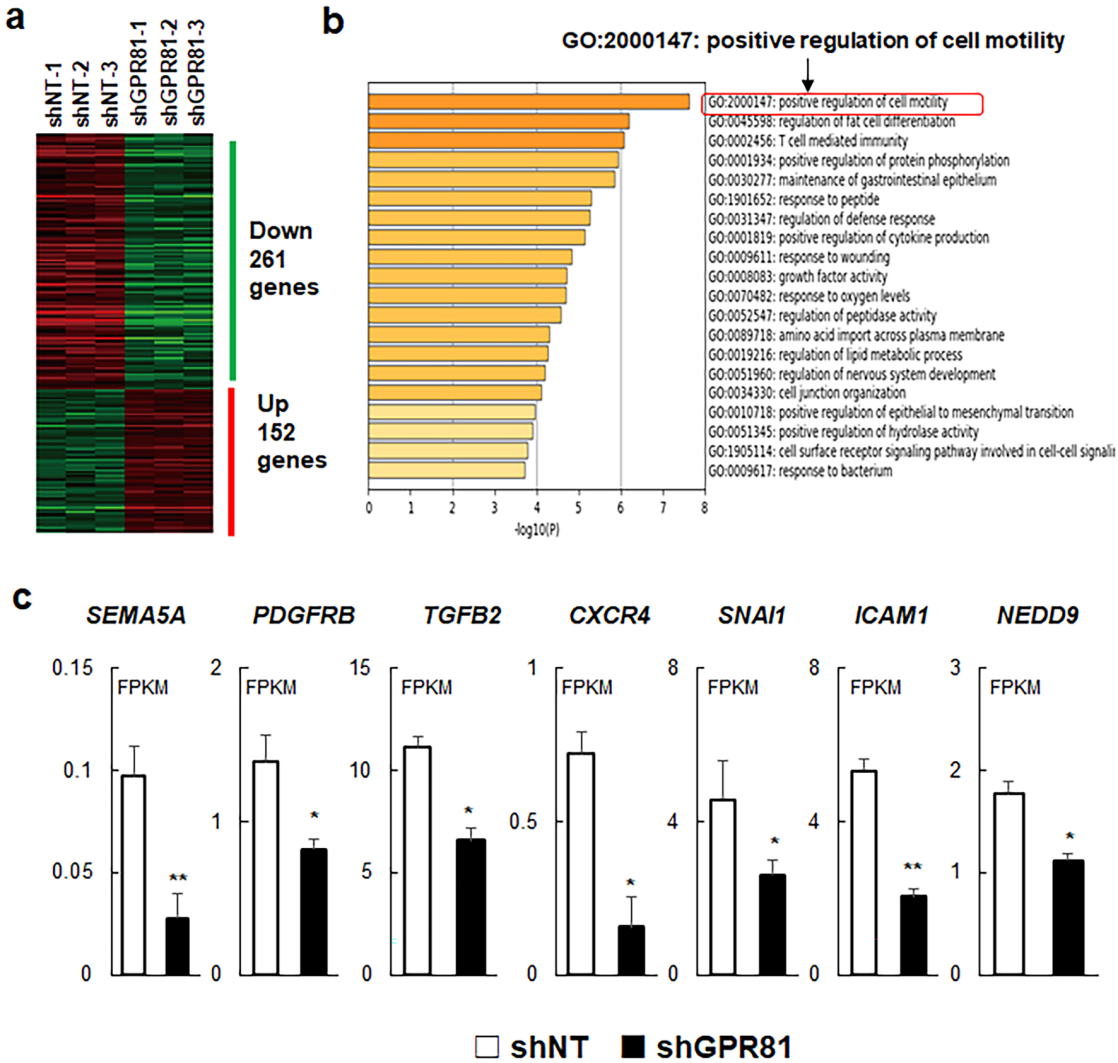
Decreased expression of genes associated with cell motility in shGPR81 cells. (**a**) Heatmap of differentially expressed genes in shNT and shGPR81 cells. Differentially expressed genes (false discovery rate cut off of < 0.05; minimal fold change > 1.5) were identified using the iDEP.94 database. (**b**) Enriched Gene Ontology clusters of downregulated genes. Gene enrichment analysis was performed using the web-based platform Metascape. Note that the positive regulation of cell motility data set showed the greatest enrichment of downregulated genes for shGPR81 cells. (**c**) The mRNA expression of cell motility genes in shNT and shGPR81 cells. The mRNA expression data are presented as fragments per kilobase per million mapped reads (FPKM) (mean ± s.d., *n* = 3/group). **p < 0.01 (vs. shNT); Student’s *t-*test.

To investigate whether GPR81 regulated cancer cell migration and invasion, we performed wound-healing and cell invasion assays. As expected, the migration and cell invasion activities of the shGPR81 cells were impaired compared with those of shNT cells (Fig. 7a,b and Supplementary Fig. S4). These data suggest that GPR81 contributes to cancer cell invasion and migration.

**Figure 7:**
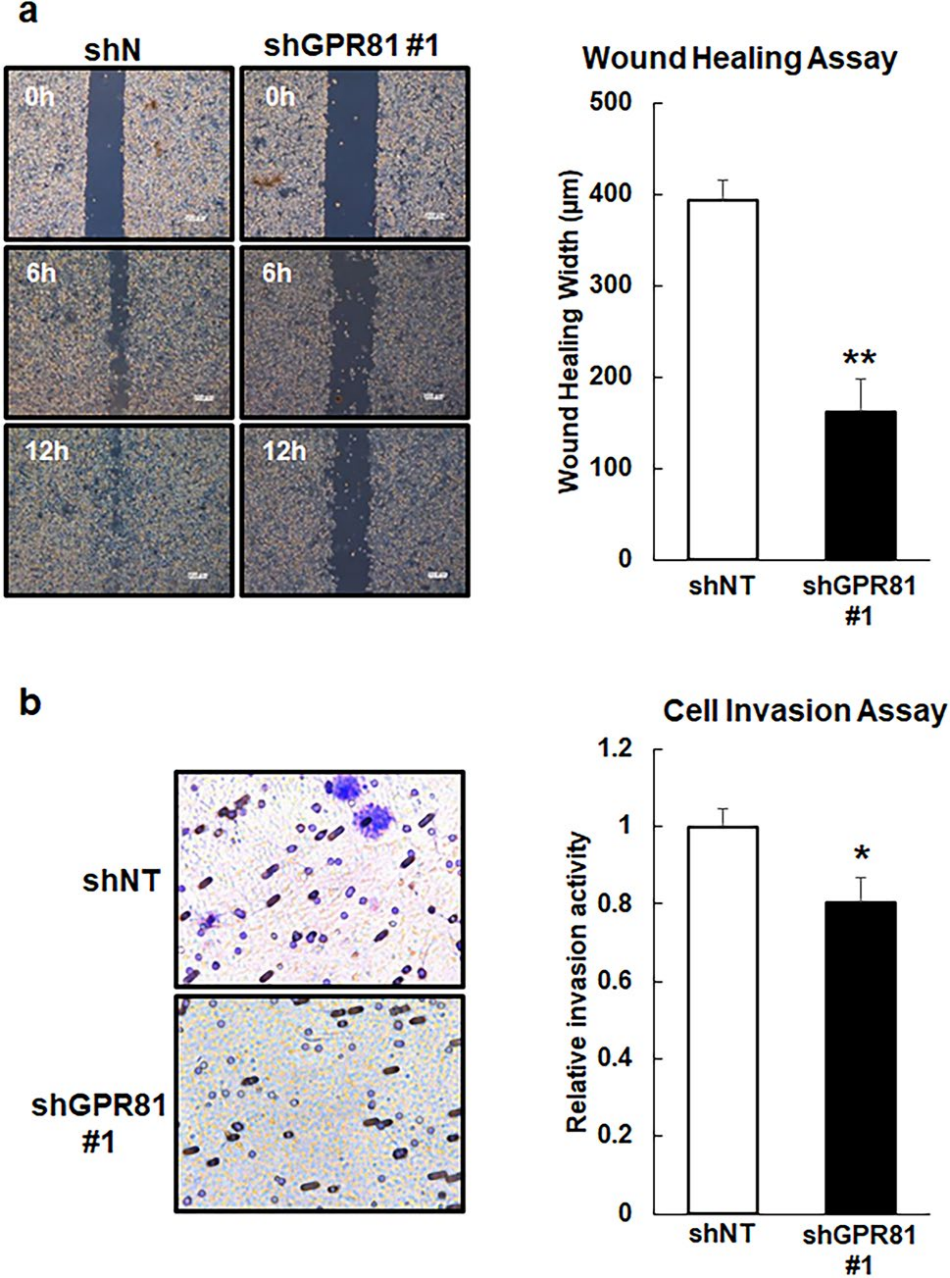
Impaired cell motility and invasion in shGPR81 cells. (**a**) Wound-healing assay for shNT and shGPR81 #1 cells. Monolayers of shNT and shGPR81 #1 cells were scratched, and the distances between the edges of the scratches were measured 12 h after scratching. The data are expressed as the wound healing width that contained migrating cells (*n* = 3/group). **p < 0.01 (vs. shNT); Student’s *t-*test. (**b**) The invasiveness of the cells was evaluated using a Boyden chamber assay. The shNT and shGPR81 #1 cells were seeded into the upper chamber of the apparatus and allowed to grow in serum-free medium. The invading cells were stained with 0.5% crystal violet and counted in 5 random squares using a light microscope (*n* = 3/group). *p < 0.05 (vs. shNT); Student’s *t-*test.

### GPR81 is highly expressed in clinical samples of human breast cancer

Finally, we determined the clinical relevance of GPR81 expression in human breast cancers using tissue microarrays. Immunohistochemical analysis showed that 91.7% (22 of 24) of Stage II and 83.3% (5 of 6) of Stage III breast cancers demonstrated positive expression of GPR81 (Fig. 8a, Table 1). GPR81 was not detected in adjacent normal breast tissue, while white adipocytes expressed GPR81 (Fig. 8b). In contrast, stromal cells near the breast cancer tissue showed weak expression of GPR81 (Supplementary Fig. S5). These results suggest that the expression of GPR81 is associated with the degree of malignancy of human breast carcinoma.

**Figure 8:**
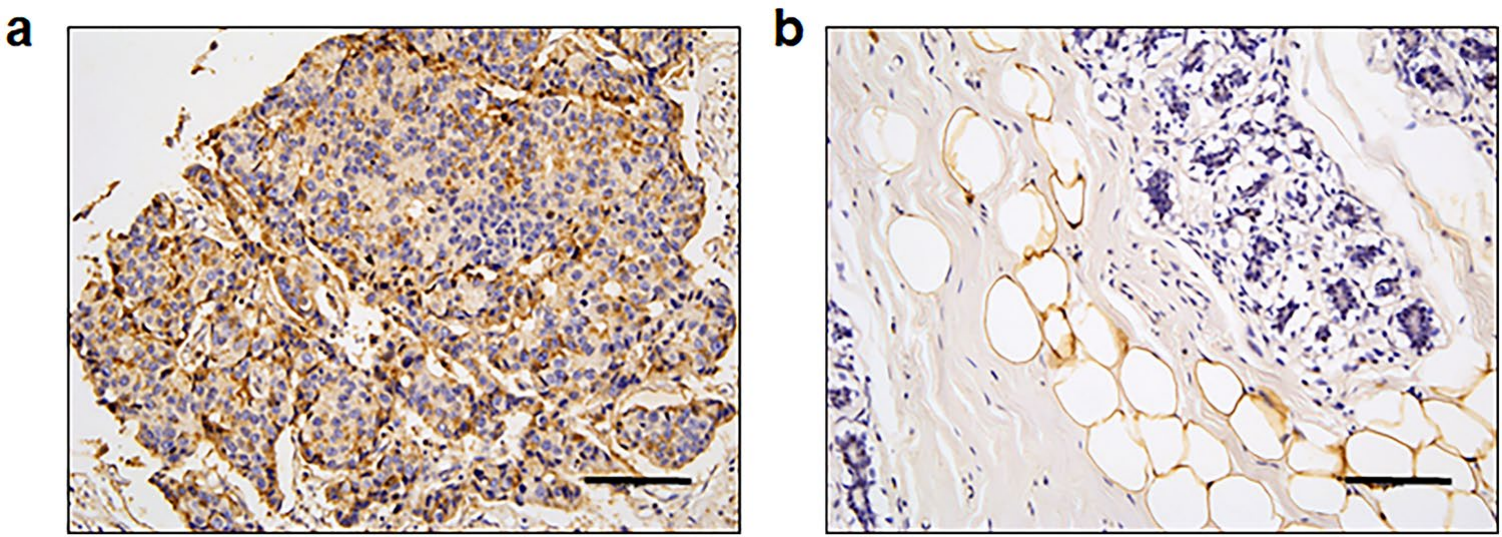
Representative histological views of GPR81 in human breast cancer and normal breast tissue. The expression of GPR81 in human breast cancer (**a**) and adjacent normal breast tissue (**b**) was analyzed by immunohistochemistry using human tissue arrays. Note that GPR81 was expressed in breast cancer tissue and white adipocytes found in normal breast tissue. Scale bar 100 μm.

**Table 1:** Associations between GPR81 expression and clinicopathological characteristics of human breast cancer specimens (n = 145).

Features	Total no	Sample no	GPR81 expression	
			Negative, n (%)	Positive, n (%)
**TNM**	30			
T2N0M0		17	1 (5.9)	11 (94.1)
T2N1M0		6	1 (16.7)	5 (83.3)
T2N2M0		3	0 (0)	3 (100)
T3N0M0		1	0 (0)	1 (100)
T3N1M0		2	0 (0)	2 (100)
T4N2M0		1	1 (100)	0 (0)
**TNM stage**	30			
Stage I		0	0 (0)	0 (0)
Stage II		24	2 (8.3)	22 (91.7)
Stage III		6	1 (16.7)	5 (83.3)
Stage IV		0	0 (0)	0 (0)

*GPR81* G-protein-coupled receptor 81, *TNM* tumor‑node‑metastasis.

## Discussion

It is well established that cancer cells produce abundant lactate through aerobic glycolysis to fuel sustained tumor growth and secrete lactate into the tumor microenvironment^7^. Despite being exposed to high concentrations of lactate, it remains unclear whether cancer cells sense extracellular lactate and subsequently control their own behavior and energy metabolism. In this study, we demonstrated that activation of GPR81 in breast cancer cells by lactate impacted diverse pathological processes, including aerobic glycolysis, cell proliferation, and cell motility. In addition, histological examination showed rich GPR81 expression in clinical samples of breast tumors. Our findings suggest that GPR81 regulates breast cancer aggressiveness and, thus, is a potential therapeutic target for breast cancer.

We demonstrated that silencing GPR81 inhibited cell proliferation and tumor growth. It is likely that GPR81 is important for cell proliferation by regulating multiple pathways of energy metabolism. Several key enzymes of glycolysis were decreased after silencing GPR81; therefore, GPR81 is involved in the regulation of the glycolytic pathway. Our data also showed that the expression of the lactate transporter MCT4 was decreased in shGPR81 cells. Cancer cells are reported to release and absorb lactate through MCTs and utilize lactate as an energy source under glucose-deficient conditions^16^. GPR81 likely controls lactate transport and subsequent ATP production. Interestingly, recent evidence has shown a critical role for MCTs in tumor development, and MCT1 inhibitors have undergone clinical trials as potential anti-cancer treatments^30,31^. Moreover, Brown et al. reported that tumor-derived lactate activated GPR81 in dendritic cells and, consequently, promoted immune cell evasion by inhibiting tumor-specific antigen presentation^26^. These data collectively suggest that GPR81 signaling in cancer and immune cells is pivotal for tumor growth, and GPR81 may be a promising anti-cancer target. Although the development of antagonists for GPR81 is in the developmental phase thus far, it will be valuable to design and test pharmacological inhibitors of GPR81.

Our results suggest that inhibition of the lactate-GPR81 axis impairs cell motility. It is intriguing that several studies have reported that aerobic glycolysis regulates cell motility^32,33^. Shiraishi et al. reported that aerobic glycolysis is the primary energy source for cancer cell motility, and motility was attenuated by the inhibition of glycolysis but not by the inhibition of mitochondrial ATP production^32^. Moreover, hypoxic conditions promoted cell migratory activity by regulating RhoA-ROCK1 expression^33^. These data demonstrate the interplay between lactate, glycolysis, and cancer cell motility, and our findings suggest GPR81 may be an essential molecule that mediates this interplay^33^. In addition to cell motility, knockdown of GPR81 significantly decreased epithelial–mesenchymal transition-associated genes, including *SNAI1*, *NEDD9*, and *TGFB2*. These data collectively indicate that GPR81 regulates metastatic activity of cancer. 

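TGFB2, on chromosome 1 from 218518678 to 218617961, was at 11.1 ± 0.546 FPKM (SD, n = 3) in shNT and at 6.55 ± 0.612 FPKM in the libraries labelled shGPR81, with a log2 fold change of -0.76 (SE 0.09, adjusted p = 0.0039 from limma with Benjamini-Hochberg adjustment). NEDD9, on chromosome 6 from 11183531 to 11382581, was at 1.76 ± 0.128 and 1.11 ± 0.0740 FPKM, a log2 fold change of -0.62 (SE 0.13, adjusted p = 0.0369). SNAI1, on chromosome 20 from 48599517 to 48605423, was at 4.57 ± 1.0 and 2.6 ± 0.411 FPKM. Its log2 fold change was -0.78 (SE 0.19, adjusted p = 0.0646), past the fold change threshold and not the threshold on adjusted p. SNAI1 passed both without shNT replicate 1 (adjusted p = 0.0157), with the replicate number as a block (0.0182) and after a GC correction (0.0129). After centring each chromosome in each library its log2 fold change was -0.37 (adjusted p = 0.310). The last 2 settings were chosen after the data were seen, and adjusted p was between 0.0129 and 1 over all settings. The paper takes these genes in addition to its findings on cell motility and states that GPR81 regulates metastatic activity of cancer.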

Further studies are warranted to determine the role of GPR81 in cancer metastasis.

Breast cancer cells frequently metastasize to bone, and MDA-MB-231 cells have been used to investigate osteolytic bone metastasis of breast cancer *in vivo*^34^. Our data suggested that the knockdown of GPR81 impaired osteolysis and tumor growth partly because of a decrease in the expression of osteolytic cytokines, including IL-6 and IL-11. Both clinical and preclinical studies have reported that IL-6 and IL-11 released from breast cancer cells contributed to the development of bone metastasis^35–37^. Although the molecular mechanism by which GPR81 regulates IL-6 and IL-11 expression remains unclear, it is plausible that lactate controls the production of these cytokines through GPR81 in breast cancer cells. 

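The members of the GO term for positive regulation of cytokine production were not used here. A list of 46 cytokine and chemokine ligand genes, compiled by hand before the data were examined, stood in their place. The 33 tested genes had a median log2 fold change of -0.11 in the libraries labelled shGPR81 of the sequenced cells, and 20 of them were lower (camera, adjusted p = 0.709 over 8 lists). The fry test gave an adjusted p of 0.0921. The median was -0.02 without shNT replicate 1 and -0.06 without shGPR81 replicate 3, and it was 0.04 over the 17 genes left by a filter of 1 FPKM. CSF2 and CCL2 passed both thresholds and were lower (one-sided Fisher's exact test against all tested genes, p = 0.0963), and IL7 and TNFSF4 were higher. These 4 genes are named after their values were seen. CCL2 lay near the floor, at 0.807, 0.131 and 0.806 FPKM in shNT and listed at 0 in every library labelled shGPR81. Its log2 fold change had an SE of 0.54 and an adjusted p of 0.0428 (limma). Adjusted over the list alone, 3 genes were lower and 2 higher. IL6 was at 0.738 ± 0.203 FPKM (SD, n = 3) in shNT and at 0.327 ± 0.0822 FPKM in the libraries labelled shGPR81, from 12, 7 and 11 reads and from 4, 6 and 4 reads, a log2 fold change of -0.96 (SE 0.26, adjusted p = 0.0879 from limma). IL11 was at 91.2 ± 8.53 and 77.4 ± 3.37 FPKM, a log2 fold change of -0.23 (SE 0.07, adjusted p = 0.138). For IL6 and IL11 the groups did not overlap (exact two-sided permutation test, p = 0.1 for each gene). The ratios from mean log2 values were 0.514 for IL6 and 0.851 for IL11. By RT-qPCR of shGPR81 #1 cells, Fig. 5f of the paper gives about 0.64 and 0.72, read by eye. The adjusted p of IL11 was 0.0366 without shNT replicate 1, with a fold change below the threshold, and 0.0343 to 1 over all settings. The upper end came from the treat test, and the highest of the other settings was 0.359.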

In support of this concept, Gene Ontology analysis of RNA-seq data demonstrated that genes associated with cytokine production (GO:0001819: Positive regulation of cytokine production) were significantly downregulated in shGPR81 cells. Because cytokines are known to regulate diverse processes during tumor progression, it would be of interest to determine the role of GPR81 in cytokine-dependent cancer malignancy.

Recent studies have revealed that lactate contributes to the development of bone metastasis by directly regulating osteoclastogenesis. Qian et al. reported that lactic acid promoted a bone metastatic niche for colorectal cancer^38^. Osteoclasts incorporate lactate that is released from breast cancer cells through MCT1 and use this lactate as a fuel to increase oxidative metabolism, thereby promoting bone resorption^39^. Because our results showed that GPR81 regulated MCT4 expression, these data suggest that GPR81 may indirectly control osteoclast function. Interestingly, it has been reported that lactate controls the inflammatory processes associated with macrophages, which have the potential to differentiate into osteoclasts^40–42^. Expression and function of GPR81 in osteoclasts need to be extensively studied in the future.

Previous studies have established that activation of GPR81 by lactate represses cAMP production through G(i) protein-dependent inhibition of adenylyl cyclase activity^20,22–24^. Importantly, the accumulation of intracellular cAMP has reportedly shown anti-tumor activity in some types of cancer cells. For instance, natural cAMP-elevating compounds, such as forskolin, have been reported to inhibit cell proliferation and migration and induce apoptosis in cancer cells^43–45^. Given that lactate-dependent activation of GPR81 suppressed intracellular cAMP levels, we propose that silencing GPR81 increased the accumulation of cAMP, which resulted in the various types of anti-tumor effects observed in MDA-MB-231 cells. However, it should be noted that cAMP signaling has been reported to both promote and suppress tumor function^46^. Determining correlations between GPR81-dependent intracellular signaling and anti-tumor effects will be an important subject for further investigation.

Although GPR81 is strongly expressed in human breast cancer, the underlying mechanism that controls GPR81 expression in breast cancer remains unclear. Recently, Xie et al. reported that lactate itself promoted GPR81 expression by activating the STAT3 pathway in lung cancer^47^. Lactate also increased GPR81 expression in dendritic cells and promoted immunosuppression^26^. Thus, it would be reasonable to speculate that cancer cells produce and sense lactate through GPR81 to reprogram energy metabolism. However, because lactate mainly accumulates in hypoxic areas, and lactate concentration is not uniform within tumors, other characteristic features of cancer, including low pH, hypoxia, and low nutrients, are likely involved in GPR81 expression. The different expression levels of GPR81 contribute to the heterogeneity of cancer cells. Further analyses to uncover the mechanisms involved in GPR81 expression will be necessary to better understand the role of GPR81 in cancer.

Our results showed that knockdown of GPR81 decreased cancer cell aggressiveness. However, GPR81 knockdown decreased MCT1 and MCT4 expression, and impaired cancer cell aggressiveness observed in shGPR81 cells may have resulted from reduced lactate usage because of decreased MCT expression. Furthermore, pharmacological inhibitors against GPR81 were not tested in this study. A specific GPR81 antagonist that does not affect MCT1 and MCT4 expression will be a useful tool to address mechanistic questions. However, GPR81 antagonists are unavailable at present. Several studies have used 3-hydroxybutyric acid (3-OBA) as an antagonist against GPR81, and 3-OBA treatment showed approximately equivalent effects compared with that of GPR81 knockdown^48,49^; however, there is no experimental evidence that shows specific antagonistic effects of 3-OBA on GPR81^50^. Development of a GPR81-specific antagonist and determining its role in cancer cell activity await further investigation.

In conclusion, our study demonstrates that GPR81 controls tumor activity by regulating lactate transport and glycolytic metabolism in breast cancer cells. We propose that GPR81 may be a novel therapeutic target for breast cancer.

## Materials and methods

### Cell culture

The human breast cancer cell lines MDA-MB-231 and MCF-7 were cultured at 37 °C in a 5% CO_2_ atmosphere in Dulbecco's modified Eagle's medium (DMEM; Nacalai Tesque, Inc.; Kyoto, Japan) supplemented with 10% fetal bovine serum (FBS) and 10,000 units/mL penicillin G, 10,000 μg/mL streptomycin, and 29.2 mg/mL L-glutamine (Wako Pure Chemical Industries, Ltd.; Osaka, Japan). The human mammary epithelial cell line MCF-10A was cultured at 37 °C in a 5% CO_2_ atmosphere in DMEM/Nutrient Mixture F-12 (Thermo Fisher Scientific Inc.; Waltham, MA, USA) supplemented with 100 ng/mL cholera toxin (Sigma-Aldrich; St. Louis, MO, USA), 20 ng/mL epidermal growth factor (PeproTech Inc.; Rocky Hill, NJ, USA), 0.01 mg/mL insulin (Sigma-Aldrich), 500 ng/mL hydrocortisone (Sigma-Aldrich), and 5% horse serum (Thermo Fisher Scientific Inc.).

### Western blotting

The cell lysates were mixed with 4 × Laemmli sample buffer (Bio-Rad) and heated at 95 °C for 5 min. The proteins were separated using SDS-PAGE (7.5%–10% gels) and transferred to nitrocellulose membranes (GE Healthcare). After blocking, the membranes were incubated with primary antibodies overnight at 4 °C and HRP-conjugated secondary antibodies for 1 h. Proteins were visualized with horseradish peroxidase-conjugated anti-mouse or anti-rabbit IgGs using an enhanced chemiluminescence detection kit (Immunostar LD; WAKO; Osaka, Japan). Anti-GPR81 (#NLS2095, 1:1000) was purchased from Novus Biologicals (Littleton, CO, USA). Antibodies against MCT1 (#sc-365501, 1:100) and PFK1 (#sc-166722, 1:100) were purchased from Santa Cruz Biotechnology (Dallas, TX, USA). Anti-MCT4 (#22787-1-AP, 1:10,000) was purchased from Proteintech. Anti-HK2 (#ab104836, 1:1000) was purchased from Abcam (Cambridge, England). Anti-LDHA (#2012, 1:1000) was purchased from Cell Signaling Technology (Danvers, MA, USA), and anti-β-actin (M177-3) was purchased from MBL (Nagoya, Japan). Uncropped images of western blots are shown in Supplementary Fig. S6 online.

### Immunocytochemistry

Cultured cells were washed 3 times with ice-cold phosphate-buffered saline (PBS) and fixed with 3.7% paraformaldehyde in PBS for 20 min. After a 20 min incubation with 0.1% Triton X-100 in PBS, the cells were blocked for 2 h with PBS containing 1% bovine serum albumin, incubated with anti-GPR81 polyclonal antibodies (Novus Biologicals), diluted in 1% bovine serum albumin-PBS, washed 6 times with PBS, and visualized with Alexa Fluor Plus 488-conjugated goat anti-rabbit IgG (H + L) (Thermo Fisher Scientific Inc.). Anti-Na/K ATPase antibody (#ab197713, Abcam) was used to detect this cell membrane marker. Fluorescent images were obtained using a confocal microscope (Leica Microsystems; Wetzlar, Germany).

### Stable knockdown of GPR81

The MDA-MB-231 cells were infected with lentiviral particles that carried either a control shRNA (shNT) or GPR81-specific shRNA (MISSION® shRNA #1, TRCN0000367771 target sequence: GTTGCATCAGTGTGGCAAATA; shRNA #2, TRCN0000008942 target sequence: CGTGTCTGCTAGACTCTATTT; Merck) using polybrene (7 μg/mL). The medium was replaced at 24 h after infection, and the cells were cultured in the presence of 1 μg/mL puromycin to select puromycin-resistant clones. Knockdown of GPR81 was verified by RT-qPCR and western blotting.

### Lactate assay

The lactate concentrations in cell culture media were measured using the Lactate Assay Kit-WST (Dojindo Laboratories; Kumamoto, Japan) and a micro-plate reader (Model 550; Nippon Bio-Rad Laboratories; Tokyo, Japan) in accordance with the manufacturers’ instructions.

### RT-qPCR

Total RNA from cells was extracted using the NucleoSpin RNA Plus total RNA isolation system (Macherey–Nagel GmbH & Co.; Düren, Germany). First-strand cDNAs were synthesized using the ReverTra Ace® qPCR RT Master Mix with gDNA Remover (TOYOBO Co., Ltd., Osaka, Japan). Quantitative real-time reverse transcription-PCR analysis was performed using the Standard Taq PCR protocol, SYBR Green PCR protocol, and a 7300 Real-Time PCR system (Applied Biosystems; Branchburg, New Jersey, USA). TaqMan probes used for the amplification were as follows: human *GPR81* (sense 5ʹ-TGAAACCCAAGCAGCCAGGACACTCAAA-3ʹ, antisense 5ʹ-CCCTCCTTTCCCAAATTCTACAAC-3ʹ, and probe 5ʹ-TGCCACACTGATGCAACTCC-3ʹ); human *MCT1* (sense 5ʹ-GGACCCCAGAGGTTCTCCAG-3ʹ, antisense 5ʹ-TGTCATTGAGCCGACCTAAAAGT-3ʹ, and probe 5ʹ-CCAGGAGGACAGGACAGCATTCCACAATG-3ʹ); human *MCT4* (sense 5ʹ-GGCACCCACAAGTTCTCCAG-3ʹ, antisense 5ʹ-CCGCCAGGATGAACACGTAC-3ʹ, and probe 5ʹ-CCTTCGGGAGGCAAACTCCTGGATGC-3ʹ); and human β-actin (sense 5ʹ-TTAATTTCTGAATGGCCCAGGTCT-3ʹ, antisense 5ʹ-ATTGGTCTCAAGTCAGTGTACAGG-3ʹ, and probe 5ʹ-CCTGGCTGCCTCAACACCTCAACCC-3ʹ). SYBR Green primers used for the amplification were as follows: human *IL6* (sense 5ʹ-GACAGCCACTCACCTCTTCA-3ʹ and antisense 5ʹ-TTCACCAGGCAAGTCTCCTC-3ʹ); human *IL11* (sense 5ʹ-TGAAGACTCGGCTGTGACC-3ʹ and antisense 5ʹ-CCTCACGGAAGGACTGTCTC-3ʹ); human *PTHrP* (sense 5ʹ-ACCTCGGAGGTGTCCCCTAAC-3ʹ and antisense 5ʹ-TCAGACCCAAATCGGACGG-3ʹ); and human β-actin (sense 5ʹ-AGCGGGAAATCGTGCGTG-3ʹ and antisense 5ʹ-CAGGGTACATGGTGGTGGTGCC-3ʹ). Expression levels of mRNAs were normalized to that of β-actin.

### Proliferation assay

The cell proliferation assay was performed using the Premix WST-1 Cell Proliferation Assay System (Roche Holding AG, Basel, Switzerland) in accordance with the manufacturer's protocol. Briefly, MDA-MB-231 cells containing shNT or shGPR81 RNA were plated in 24-well plates (40,000 cells/well) and incubated at 37 °C in a 5% CO_2_ atmosphere. On days 1 and 2, cell proliferation reagent was added to each well and incubated for 1 h. The absorbance was measured using the Model 550 micro-plate reader described above.

### Animal experiments

All animals were handled in accordance with the protocol approved by the Animal Committee of Osaka University Graduate School of Dentistry. The animal studies were in compliance with the ARRIVE guidelines. Subcutaneous injection of MDA-MB-231 cells into nude mice was performed as previously described^51^. MDA-MB-231 cells stably expressing shNT or shGPR81 were suspended in 50 μL Corning Matrigel™ matrix (Corning, NY, USA) plus 50 μL DMEM. MDA-MB-231 cells (5 × 10^6^ cells/100 μL) were inoculated subcutaneously into 5-week-old female Balb/c nude mice under general anesthesia. Anesthesia included a mixture of medetomidine (0.3 mg/kg body weight), midazoram (4.0 mg/kg body weight), and butorphanol (5.0 mg/kg body weight). Tumor volumes were determined at weeks 1, 2, 3, and 4 after inoculation according to the following formula: tumor volume (mm^3^) = length (mm) × width^2^ (mm^2^) × 0.5.

For intratibial injection^52^, MDA-MB-231 cells with stably expressed shNT or shGPR81 RNA (1 × 10^5^ cells/10 µL) were injected into the bone marrow cavities of the right tibiae of 4 to 5-week-old female BALB/c nude mice under general anesthesia as described above. Osteolytic tumor growth was evaluated by quantifying the osteolytic lesions by X-ray analysis as previously described^29^.

### ATP assay

Measurements of ATP concentrations in cell culture media were performed using an Intracellular ATP Measuring Kit Ver.2 (TOYO B-Net CO., LTD.; Tokyo, Japan) and a luminometer (GloMax® Navigator Microplate Luminometer; Promega Corp.; Madison, WI, USA) in accordance with the manufacturers’ instructions.

### TRAP staining

Bone sections were stained for TRAP using the Acid Phosphatase, Leukocyte (TRAP) Kit (Sigma-Aldrich) and analyzed for osteoclastic bone destruction using a light microscope (Leica Microsytems). TRAP + osteoclasts were counted at the tumor-bone interface of the endocortical bone using three fields of view per section for each sample as previously reported^53^. Data are expressed as the number of osteoclasts/bone surface (mm).

### RNA sequencing

Total RNA was extracted as described above. Total RNA libraries were prepared using the TruSeq Stranded mRNA Library Prep kit (Illumina; San Diego, CA, USA) in accordance with the manufacturer’s protocol. Sequencing was performed on an Illumina HiSeq 2500 platform in 75-base single-end mode. Illumina Casava 1.8.2 software was used for base-calling. Sequenced reads were mapped to the human reference genome sequence (hg19) using TopHat v2.0.13 in combination with Bowtie 2 v2.2.3 and SAMtools v0.1.19.

RNA-seq data were analyzed using iDEP (integrated Differential Expression and Pathway analysis)^54^. Briefly, read count data from three replicates each of shNT and shGPR81 expressing cells were generated and uploaded to the iDEP website (http://bioinformatics.sdstate.edu/idep/). Differentially expressed genes were identified using the following thresholds: FDR < 0.05 and minimal fold change > 1.5. Gene Ontology enrichment analysis for molecular function was performed using the Metascape^55^ website (https://metascape.org/gp/index.html#/main/step1). The raw data have been deposited in the NCBI Gene Expression Omnibus database (GSE186211).

### Wound-healing assay

For the wound-healing assay, shNT and shGPR81 cells were cultured for 24 h in DMEM containing 10% FBS in 6 well plates. After confirming that a complete monolayer had formed, the monolayers were wounded by scratching a line through the cellular layer with a standard 200-μL plastic pipette tip. Migration was observed throughout the wound area after 24 h using a phase-contrast microscope equipped with a camera, and migration distances were measured using the photographic images as previously described^56^.

### Migration assay

Cell invasion assays were performed using a Cell Invasion Assay kit (Cell Biolabs Inc.; San Diego, CA, USA) in accordance with the manufacturer's instructions. Briefly, MDA-MB-231 cells expressing shNT or shGPR81 RNA were suspended in serum-free media. The cells (1.5 × 10^5^/chamber) were placed in inserts designed for a 24-well plate. Each insert contained a thin layer of extracellular matrix over a polycarbonate membrane (8 µm pore size). Lower compartments were filled with DMEM containing 10% FBS. After incubation for 6 h at 37 °C in a 5% CO_2_ incubator, cells that invaded and migrated through the matrix-containing membrane and reached the lower surface of the invasion chamber were observed using a phase-contrast microscope with an attached camera. The cells that had migrated were counted using photographic images.

### Tissue microarray

GPR81 expression in invasive human breast carcinoma and normal breast tissues was determined using tissue microarrays (BR245b, BR246b, and BR246d; US Biomax, Inc.; Rockville, MD, USA). The antigen was activated by heating in a citric acid solution. For immunohistochemical analysis of tissues, specimens were incubated with anti-GPR81 antibody (1:100, Novus) overnight at 4 °C, followed by treatment with streptavidin–biotin complex (1:100, EnVision + System-HRP Labelled Polymer; Dako Cytomation; Carpinteria, CA, USA) for 60 min. The tissues were visualized using the Liquid DAB + Substrate Chromogen System (Dako).

### Statistical analysis

Randomization and blinding were not performed in the animal studies*.* Data were statistically analyzed by Student’s *t-*test for comparisons between two groups. For more than two groups, we used one-way analysis of variance (ANOVA) or two-way ANOVA followed by Tukey’s post hoc test. *P*-values < 0.05 were considered statistically significant.

### Ethics

Animal experimentation was performed in strict accordance with the guidelines for proper conduct of animal experiments and related activities of Osaka University Graduate School of Dentistry. All animals were handled in accordance with the protocol approved by the Animal Committee of Osaka University Graduate School of Dentistry.

## Supplementary Information

Supplementary Information.

## Data Availability

RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE186211.

## References

[1] Hanahan D, Weinberg RA (2011). Hallmarks of cancer: the next generation. Cell.

[2] Hsu PP, Sabatini DM (2008). Cancer cell metabolism: Warburg and beyond. Cell.

[3] DeBerardinis RJ, Chandel NS (2016). Fundamentals of cancer metabolism. Sci. Adv..

[4] Gatenby RA, Gillies RJ (2004). Why do cancers have high aerobic glycolysis?. Nat. Rev. Cancer.

[5] Warburg, O. On the origin of cancer cells. *Science***123**, 309–314. 10.1126/science.123.3191.309 (1956).10.1126/science.123.3191.30913298683

[6] Fothergill-Gilmore LA, Michels PA (1993). Evolution of glycolysis. Prog. Biophys. Mol. Biol..

[7] Hirschhaeuser F, Sattler UG, Mueller-Klieser W (2011). Lactate: a metabolic key player in cancer. Cancer Res..

[8] Kennedy KM, Dewhirst MW (2010). Tumor metabolism of lactate: The influence and therapeutic potential for MCT and CD147 regulation. Future Oncol..

[9] de la Cruz-López KG, Castro-Muñoz LJ, Reyes-Hernández DO, García-Carrancá A, Manzo-Merino J (2019). Lactate in the regulation of tumor microenvironment and therapeutic approaches. Front. Oncol..

[10] Corbet C, Feron O (2017). Tumour acidosis: From the passenger to the driver's seat. Nat. Rev. Cancer.

[11] Bergman BC, Tsvetkova T, Lowes B, Wolfel EE (2009). Myocardial glucose and lactate metabolism during rest and atrial pacing in humans. J. Physiol..

[12] Brooks GA (2018). The science and translation of lactate shuttle theory. Cell Metab..

[13] Doherty JR, Cleveland JL (2013). Targeting lactate metabolism for cancer therapeutics. J. Clin. Invest..

[14] Pellerin L (1998). Evidence supporting the existence of an activity-dependent astrocyte-neuron lactate shuttle. Dev. Neurosci..

[15] Quistorff B, Secher NH, Van Lieshout JJ (2008). Lactate fuels the human brain during exercise. Faseb J..

[16] Sonveaux P (2008). Targeting lactate-fueled respiration selectively kills hypoxic tumor cells in mice. J. Clin. Invest..

[17] Koukourakis MI, Giatromanolaki A, Harris AL, Sivridis E (2006). Comparison of metabolic pathways between cancer cells and stromal cells in colorectal carcinomas: A metabolic survival role for tumor-associated stroma. Cancer Res..

[18] Whitaker-Menezes D (2011). Evidence for a stromal-epithelial "lactate shuttle" in human tumors: MCT4 is a marker of oxidative stress in cancer-associated fibroblasts. Cell Cycle.

[19] Ahmed K (2010). An autocrine lactate loop mediates insulin-dependent inhibition of lipolysis through GPR81. Cell Metab..

[20] Ge H (2008). Elucidation of signaling and functional activities of an orphan GPCR, GPR81. J. Lipid Res..

[21] Hoque R, Farooq A, Ghani A, Gorelick F, Mehal WZ (2014). Lactate reduces liver and pancreatic injury in Toll-like receptor- and inflammasome-mediated inflammation via GPR81-mediated suppression of innate immunity. Gastroenterology.

[22] Lauritzen KH (2014). Lactate receptor sites link neurotransmission, neurovascular coupling, and brain energy metabolism. Cereb. Cortex.

[23] Liu C (2009). Lactate inhibits lipolysis in fat cells through activation of an orphan G-protein-coupled receptor, GPR81. J. Biol. Chem..

[24] Kuei C (2011). Study of GPR81, the lactate receptor, from distant species identifies residues and motifs critical for GPR81 functions. Mol. Pharmacol..

[25] Cai TQ (2008). Role of GPR81 in lactate-mediated reduction of adipose lipolysis. Biochem. Biophys. Res. Commun..

[26] Brown TP (2020). The lactate receptor GPR81 promotes breast cancer growth via a paracrine mechanism involving antigen-presenting cells in the tumor microenvironment. Oncogene.

[27] Soule HD (1990). Isolation and characterization of a spontaneously immortalized human breast epithelial cell line, MCF-10. Cancer Res..

[28] Yoneda T, Williams PJ, Hiraga T, Niewolna M, Nishimura R (2001). A bone-seeking clone exhibits different biological properties from the MDA-MB-231 parental human breast cancer cells and a brain-seeking clone in vivo and in vitro. J. Bone Miner. Res..

[29] Sasaki A (1995). Bisphosphonate risedronate reduces metastatic human breast cancer burden in bone in nude mice. Can. Res..

[30] Halford SER (2017). A first-in-human first-in-class (FIC) trial of the monocarboxylate transporter 1 (MCT1) inhibitor AZD3965 in patients with advanced solid tumours. J. Clin. Oncol..

[31] Payen VL, Mina E, Van Hée VF, Porporato PE, Sonveaux P (2020). Monocarboxylate transporters in cancer. Mol. Metab..

[32] Shiraishi, T. *et al.* Glycolysis is the primary bioenergetic pathway for cell motility and cytoskeletal remodeling in human prostate and breast cancer cells. *Oncotarget***6** (2014).10.18632/oncotarget.2766PMC438158325426557

[33] Gilkes DM (2014). Hypoxia-inducible factors mediate coordinated RhoA-ROCK1 expression and signaling in breast cancer cells. Proc. Natl. Acad. Sci..

[34] Mbalaviele G (1996). E-cadherin expression in human breast cancer cells suppresses the development of osteolytic bone metastases in an experimental metastasis model. Can. Res..

[35] Kang Y (2003). A multigenic program mediating breast cancer metastasis to bone. Cancer Cell.

[36] Solakoglu O (2002). Heterogeneous proliferative potential of occult metastatic cells in bone marrow of patients with solid epithelial tumors. Proc. Natl. Acad. Sci..

[37] Tawara K, Oxford JT, Jorcyk CL (2011). Clinical significance of interleukin (IL)-6 in cancer metastasis to bone: Potential of anti-IL-6 therapies. Cancer Manag. Res..

[38] Qian J (2021). Lactic acid promotes metastatic niche formation in bone metastasis of colorectal cancer. Cell Commun. Signal.

[39] Lemma, S. *et al.* MDA-MB-231 breast cancer cells fuel osteoclast metabolism and activity: A new rationale for the pathogenesis of osteolytic bone metastases. *Biochim. Biophys. Acta Mol. Basis Dis.***1863**, 3254–3264. 10.1016/j.bbadis.2017.08.030 (2017).10.1016/j.bbadis.2017.08.03028866133

[40] Errea A (2016). Lactate inhibits the pro-inflammatory response and metabolic reprogramming in murine macrophages in a GPR81-independent manner. PLoS ONE.

[41] Yang, K. *et al.* Lactate suppresses macrophage pro-inflammatory response to LPS stimulation by inhibition of YAP and NF-κB activation via GPR81-mediated signaling. *Front. Immunol. ***11**. 10.3389/fimmu.2020.587913 (2020).10.3389/fimmu.2020.587913PMC757348933123172

[42] Zhou, H.-C. *et al.* Lactic acid in macrophage polarization: The significant role in inflammation and cancer. *Int. Rev. Immunol.* 1–15. 10.1080/08830185.2021.1955876 (2021).10.1080/08830185.2021.195587634304685

[43] Bhola NE, Grandis JR (2008). Crosstalk between G-protein-coupled receptors and epidermal growth factor receptor in cancer. Front. Biosci..

[44] Castoria G (2008). Integrating signals between cAMP and MAPK pathways in breast cancer. Front Biosci..

[45] Stork PJ, Schmitt JM (2002). Crosstalk between cAMP and MAP kinase signaling in the regulation of cell proliferation. Trends Cell Biol..

[46] Zhang H, Kong Q, Wang J, Jiang Y, Hua H (2020). Complex roles of cAMP–PKA–CREB signaling in cancer. Exp. Hematol. Oncol..

[47] Xie Q (2020). A lactate-induced Snail/STAT3 pathway drives GPR81 expression in lung cancer cells. Biochim. Biophys. Acta Mol. Basis Dis..

[48] Shen Z (2015). Inhibition of G protein-coupled receptor 81 (GPR81) protects against ischemic brain injury. CNS Neurosci. Ther..

[49] Chen, S. *et al.* Dual blockade of lactate/GPR81 and PD-1/PD-L1 pathways enhances the anti-tumor effects of metformin. *Biomolecules***11**. 10.3390/biom11091373 (2021).10.3390/biom11091373PMC846655534572586

[50] Mohammad Nezhady, M. A. & Chemtob, S. 3-OBA is not an antagonist of GPR81. *Front. Pharmacol.***12**. 10.3389/fphar.2021.803907 (2022).10.3389/fphar.2021.803907PMC876228735046827

[51] Hiraga T, Williams PJ, Mundy GR, Yoneda T (2001). The bisphosphonate ibandronate promotes apoptosis in MDA-MB-231 human breast cancer cells in bone metastases. Can. Res..

[52] Wright LE (2016). Murine models of breast cancer bone metastasis. Bonekey Rep..

[53] Hiraga T, Ito S, Nakamura H (2013). Cancer stem-like cell marker CD44 promotes bone metastases by enhancing tumorigenicity, cell motility, and hyaluronan production. Cancer Res..

[54] Ge SX, Son EW, Yao R (2018). iDEP: an integrated web application for differential expression and pathway analysis of RNA-Seq data. BMC Bioinformatics.

[55] Zhou Y (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat. Commun..

[56] Nishisho T (2011). The a3 isoform vacuolar type H^+^-ATPase promotes distant metastasis in the mouse B16 melanoma cells. Mol. Cancer Res..

How the deposited data were processed for this re-analysis (not part of the article)

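The data are RNA-seq of MDA-MB-231 cells in 2 groups of 3 libraries, shNT and shGPR81. According to the paper, TruSeq stranded mRNA libraries were read on an Illumina HiSeq instrument as single-end reads of 75 bases and mapped to the human genome (GRCh37) with TopHat, Bowtie 2 and SAMtools. The description deposited with the data names the mouse genome instead. The cells are human, so the paper's statement was used. The paper's text does not name the program that counted the reads, its annotation, the test run in iDEP or the filter on low values. The authors' table holds FPKM (fragments per kilobase of transcript and library size), 1 value per gene symbol and library for 26255 symbols, of which 8456 are at 0 in every library. The column sums differ between libraries, and MIR6723 makes up 28.1% to 36.2% of them.

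The design was fixed before the data were examined. It took read counts as the first case, since the paper states that read counts were analyzed in iDEP, and named limma for FPKM, which is the test that was used. Values were compared as log2(FPKM + 0.1) with lmFit and eBayes (trend) in limma 3.58.1 under R 4.3.3, over the 14349 genes at 0.1 FPKM or more in at least 3 of the 6 libraries, without a block. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5, the thresholds of the paper. On simulated FPKM with the means of these genes and SDs smoothed over mean expression, 200 of 200 changed genes were called in the right direction. In the same simulation 2 unchanged genes were called. The simulated changes were at least 2-fold and left out genes at low FPKM. How often genes at low FPKM or near a fold of 1.5 are recovered was therefore not tested. Single genes also had an exact two-sided permutation test, whose smallest p with 3 against 3 libraries is 0.1. The replicate numbers do not pair the libraries: the deviations of shNT and shGPR81 libraries with the same number correlated at 0.147, 0.063 and -0.038 across genes, and genes are not independent replicates.

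The text names every gene the paper names as measured, the paralogs HCAR2 and HCAR3, and the 5 largest falls and 5 largest rises among called genes with a mean of at least 1 FPKM over the 6 libraries and groups without overlap; this rule was fixed before the data were examined. Not every gene under this rule is given in the text. Other genes are marked where they appear. Coordinates are those of GENCODE release 44 mapped to GRCh37, and 13810 tested genes were matched to it, 827 of them through RefSeq synonyms. Summaries by position used the 13698 tested genes with a single locus.

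Lists for cell motility, cytokines, glycolysis, cAMP targets, interferon, the cell cycle, hypoxia and NF-kB targets were compiled by hand before the data were examined and tested with camera at a preset inter-gene correlation of 0.01, with fry and an estimated correlation beside it. For each hairpin, genes with a match to guide bases 2 to 8 in the annotated 3-prime UTR were compared with genes without, and the word was ranked among 16249 words of 7 bases with UTR length and GC content as covariates. The simulated shifts put into these genes were lowered to 0.02 after a shift of 0.05 had already ranked at 1. Seeds had also been looked at, before these tests were set up, at other expression limits, offsets and on both strands, without a shift in either direction that stood out. Chromosomes were summarized over genes with a mean of at least 5 FPKM, in bins of 10 Mb and in windows of 40 neighbouring genes whose limit, 0.101, is the 95th percentile of the largest window in 1000 shuffles. Each window starts 10 genes after the one before, so neighbouring windows overlap and are not independent. The summary by chromosome, its limits and the list of 20 luminal marker genes were chosen after the data were seen, and so were the limits at which the tests of the closing observations were read.

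The number of reads is not given with the FPKM. In genes where the FPKM of the 6 libraries, after removing each library's scale, are whole multiples of 1 step, the multiples were taken as reads. This gave reads for 3567 of 15931 genes with a value above 0 in at least 3 libraries. On simulated reads, 1998 of 2000 genes came back with the right reads, 0 with other reads, and 0 sets of values without steps were taken for reads. The tolerance was first 3e-05 (3344 genes) and was loosened to 0.0001 after CXCR4 and SLC16A1 had stayed open; 0.0002 gives 3735 genes, and the reads of the other named genes are identical at all 3. With the longest GENCODE transcript of each gene, the steps give medians of 12030431, 12324765 and 12023061 reads for shNT and of 12863410, 12666431 and 12721635 reads for shGPR81. The quartiles over genes span 8929455 to 13915958. Pairs of replicates differed by a chi-square per gene of 1.98 to 2.93, where counting noise alone gives 1. Intervals of read ratios are Clopper-Pearson intervals at 95%, the floor for a fold is 3 reads, and both cover counting error only.

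Alternatives fixed before the data were examined were a replicate block, leaving out each library in turn, a filter of 1 FPKM and no filter, pseudocounts of 1 and 0.01, median centring, quantile normalization, limma's treat, and for the seeds words of 8 and 6 bases and the shortest UTR. Those that need read counts were not run. Added after the data were seen were centring each chromosome in each library, a correction for transcript GC content (lowess span 0.3), leaving out short RNA genes, and camera with an estimated correlation for chromosomes. Results by RT-qPCR and Western blotting were measured in other experiments and are not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the rest.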

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

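The tests in this part were all chosen after the result was seen, apart from counting over other splits of the libraries.

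Genes of chromosome 20, which the paper does not discuss as a group, were lower in the libraries labelled shGPR81, with a median log2 fold change of -0.40, past the level in the shNT libraries. The medians were -0.41, -0.40 and -0.39 in the 3 libraries labelled shGPR81 and between -0.05 and 0.04 in the shNT libraries, each relative to the shNT mean. Medians of the other chromosomes lay between -0.03 and 0.10. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave a median as large, and 10 splits allow no smaller share. The tables argue against several technical explanations. After a correction for GC content the median was -0.40. The library labelled shGPR81 that lay nearest to 0 was still at -0.39, so 1 library does not carry it. A difference in library scaling would move other chromosomes too, and the lowest of their medians was -0.025. In the most expressed 89 genes of the chromosome the median was -0.39, against -0.42 in the least expressed 89. A few regulated genes or a single region would leave windows along the chromosome unmoved, while 23 of its 23 windows of 40 genes were past the limit. Neighbouring windows share genes and are not independent. The bins of 10 Mb given below do not overlap, and their medians were all lower. With each library left out in turn, the median stayed between -0.42 and -0.39. A candidate explanation is a difference in the number of copies of chromosome 20 between the cells of the groups. It predicts lower values in all windows and at every expression level. All 23 of 23 windows were lower, and so were the most and the least expressed genes over the whole chromosome (-0.39 and -0.42). Windows were not split by expression. The level was not even along the chromosome: the medians of the bins of 10 Mb were -0.53 and -0.52 up to 20 Mb, -0.44 between 20 and 30 Mb and -0.39 to -0.33 from 30 Mb on. If expression followed copy number, the loss of 1 of 4 copies would give -0.42 and the loss of 1 of 3 copies -0.58, and neither value alone describes both parts. The difference between the parts was not tested. This was found and looked at in the same libraries, and DNA was not analysed here, so it remains a hypothesis. Whether such a difference came with the hairpin against GPR81, with the selection of puromycin-resistant cells or with the separate culture of the lines was not tested, and an effect of GPR81 on genes of the whole chromosome stays open as untested.

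Genes of chromosome 9 were higher, with a median log2 fold change of 0.10 over 358 genes, 89 of which were lower. The camera test gave an adjusted p of 1.3e-07, while fry gave 0.128 and camera with an estimated correlation 0.661, so the result rests on the preset correlation; over all alternatives the adjusted p was 3.1e-08 to 0.661. Of the 10 splits, 1, the real one, gave a median as large. After the GC correction the median was 0.092, and without shNT replicate 1, the shNT library with the lowest median, it was 0.084, which argues against GC content or this library as the whole cause. A difference in the number of copies of part of the chromosome remains open. Past the limit were 13 windows, which overlap their neighbours. However, the shNT libraries themselves lay apart where the shift was largest over at least 20 genes, between 140 and 150 Mb. The median there was -0.19 in shNT replicate 1 and 0.14 in shNT replicate 3. The shNT libraries lay closer together between 110 and 130 Mb, where the median log2 fold change was 0.086 and 0.087 in the 2 bins, and over the whole chromosome the medians of the libraries labelled shGPR81 (0.089 to 0.111) were all above those of shNT (-0.056 to 0.040). Copy number and other causes cannot be told apart here, since in the windows past the limit the shNT libraries lay apart too.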

How the results depend on the processing

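The chromosome summaries, the GC correction, centring by chromosome, leaving out short RNA genes and camera with an estimated correlation were chosen after the data were seen; the other alternatives were not. Alternatives that need read counts (another count model, upper quartile scaling, library totals alone) were not run, because the values are FPKM. The treat test gives calls only and no value for lists, seeds or chromosomes. HCAR1, IL6, CXCR4 and SEMA5A have no value under the filter of 1 FPKM, and SEMA5A, which the expression filter leaves out, has values under 9 alternatives.

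Of 249 values for 15 results under the alternatives, 215 kept their direction and their side of the threshold or stayed within 1.5 times the count, 22 counts moved, 11 reversed and 1 became weaker. The counts of 228 lower and 137 higher genes were 142 and 75 with a pseudocount of 1 and 46 and 9 under the treat test. Leaving out 1 library gave 121 (without shNT replicate 2) to 256 (without shNT replicate 1) lower genes and 65 (without shGPR81 replicate 1) to 152 (without shNT replicate 1) higher genes. The other settings gave 163 to 288 lower and 111 to 171 higher genes, the highest with the GC correction, and 0 genes changed direction among the calls. With centring by chromosome, 169 of the 228 lower genes were shared, and of the 49 on chromosome 20, 6 were kept, in part because centring lifts all of these genes.

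Of the 7 genes of Fig. 6c, 5 passed both thresholds. The number was 3 with the replicate block, with the filter of 1 FPKM, without a filter and with a pseudocount of 0.01, 2 with a pseudocount of 1, and 1, ICAM1, under the treat test. It was 4 with centring by chromosome and 6 with the GC correction. Leaving out 1 library gave 2 to 6, with 6 without shNT replicate 1 and 2 without shNT replicate 2, shNT replicate 3 or shGPR81 replicate 1. A smaller fold at low FPKM with a pseudocount of 1, fewer genes tested under the filter of 1 FPKM and fewer libraries in each fit follow from how these settings are built; for the other settings the cause was not tested.

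None of the 8 lists passed the threshold of camera under any alternative. The cytokine list was at 0.039 with the filter of 1 FPKM, which leaves 17 of 33 genes. Leaving out 1 library gave -0.020 (without shGPR81 replicate 2) to 0.027 (without shGPR81 replicate 1) for the cell motility list, -0.14 (without shNT replicate 3) to -0.02 (without shNT replicate 1) for the cytokine list, -0.063 (without shNT replicate 1) to 0.055 (without shNT replicate 3) for the glycolysis list and -0.056 (without shNT replicate 2) to 0.0072 (without shNT replicate 3) for the hypoxia list. The seed of hairpin #1 was at -0.032 (without shNT replicate 3) to 0.012 (without shNT replicate 1) and that of hairpin #2 at -0.038 (without shNT replicate 3) to 0.020 (without shNT replicate 1). The median of chromosome 20 stayed between -0.42 and -0.38 under all 16 alternatives. Chromosome 9 stayed between 0.08 and 0.11, and lost the threshold at 0.10 when camera estimated the correlation.

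Of 431 values for 26 named genes, 387 kept direction and call, 33 became weaker, 3, all of SNAI1, became stronger, 2 of SEMA5A moved and 6 reversed. With each library left out in turn, PFKM was at -0.038 to 0.047 (highest without shNT replicate 2), PFKP at -0.051 (without shNT replicate 1) to 0.11, LDHA at -0.041 to 0.015 (highest without shNT replicate 3) and PTHLH at -0.33 to 0.013 (highest without shNT replicate 3).

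With a depth of 12023061 to 12863410 reads per library, implied by the steps of the values, genes such as HCAR1, CXCR4, IL6 and SEMA5A rest on 1 to 52 reads per library, which limits their fold changes.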

Differences from the paper's values

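The expression of GPR81 in shGPR81 #1 cells relative to shNT cells is about 0.05 in Fig. 2b of the paper, read by eye and measured by RT-qPCR in another experiment. The paper also reports less GPR81 protein in shGPR81 #1 cells by western blotting, which RNA values do not measure. In the RNA-seq values HCAR1 was at a ratio of 0.672 in the libraries labelled shGPR81. With the alternatives fixed before the data were examined that gave a value, the ratio was 0.582 to 0.858, lowest without shGPR81 replicate 1 and highest without shGPR81 replicate 3, and none closed the gap. For MCT4 the paper's ratio is about 0.38 in Fig. 2b, read by eye, and that of SLC16A3 was 0.851 in the RNA-seq values. The alternatives gave 0.780 to 0.898, and none closed the gap. Both ratios are from the mean of log2(FPKM + 0.1).

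The paper states that SNAI1 and SEMA5A were decreased (Fig. 6c). Both were lower here in every library labelled shGPR81, but neither passed the thresholds on adjusted p and fold change over all tested genes. SNAI1 had an adjusted p of 0.0646 (0.0129 to 1 over the alternatives), and SEMA5A was below the expression filter. The legend of Fig. 6c names Student's t-test for each gene and no adjustment over all genes. That threshold is unlike the one used here, and the limma p of SNAI1 before adjustment was 0.0039. SNAI1 was called without shNT replicate 1, with the replicate block, and with the GC correction, which was chosen after seeing the values; SEMA5A was tested only without a filter, where its adjusted p was 0.0938. The paper states that genes of the GO terms for positive regulation of cell motility and of cytokine production were enriched among the lower genes. The lists used here are not those terms. The cell motility list was compiled without the 7 genes of Fig. 6c, 5 of which were called lower, so its count of lower genes does not bear on that enrichment. Of the cytokine list, 2 genes were called lower (one-sided Fisher's exact test, p = 0.0963), and CCL2, among them, lay near the floor.

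The paper's counts are 261 lower and 152 higher genes, against 228 and 137 here. Without shNT replicate 1 the counts were 256 and 152. The other fits that left out 1 library lay further from the paper's counts, with 121 to 169 lower and 65 to 126 higher genes.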

Other observations

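The lists and counting over other splits of the libraries were fixed before the data were examined. So were the limma comparison of genes the paper names as measured and leaving out each library in turn. The comparison of seed matches was named before then. However, seeds had been looked at in other ways before this comparison was run, and the simulated shifts were lowered afterwards. The other tests in this part were chosen only after the result was seen.

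Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many lower genes, as many higher genes and as many genes of Fig. 6c past both thresholds. The split with the next largest total gave 5 genes, against 365. The number of splits with a shift as large was 5 for the cell motility list, 1 for the cytokine list, 10 for the glycolysis list, 1 for the cAMP target list, 1 for the interferon list, 5 for the cell cycle list, 7 for the hypoxia list, 3 for the NF-kB target list, 8 for the seed of hairpin #1 and 7 for that of hairpin #2. With 10 splits no share can be below 0.1.

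HCAR1, the gene of GPR81, was not clearly lower in the libraries labelled shGPR81. A fall to 0.1 of the shNT level that is hidden by few reads is argued against by the lower bound of the read ratio, 0.513. Reads of HCAR2 or HCAR3 counted on HCAR1 are argued against by the transcripts, which share 0 stretches of 75 bases. An exchange of 1 library between the groups is argued against by the other splits, of which the largest gave 5 genes past both thresholds. These tests leave other explanations open. The hairpin of the sequenced cells is not named, so they may not be the cells measured by RT-qPCR. Transcripts that were cleaved and still sequenced as pieces also stay open. The oligonucleotides the paper lists for RT-qPCR span 2.83% of the 4769 bases of the GENCODE transcript. They include 17 bases of the target of hairpin #1, while FPKM is not limited to that stretch. As listed, the sense and antisense primers both match the sense strand of the transcript and the probe the antisense strand. The stretch that was amplified is therefore not certain. FPKM cannot show where in the transcript reads lie, so cleaved and intact transcripts cannot be told apart. Without shGPR81 replicate 3 the log2 fold change was -0.22, and without shNT replicate 3 -0.44.

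If the hairpins lowered other transcripts through their seeds, genes with a match to the seed in the 3-prime UTR would be lower than genes without. For hairpin #1 the median difference was -0.02 over 1527 genes with a match, and the share of words ranked at or below it was 0.673. For hairpin #2 it was -0.02 over 1640 genes and 0.764. Both differences changed sign without shNT replicate 1, to 0.01 and 0.02, and that of hairpin #2 was 0.0021 without shGPR81 replicate 3. With a shift of -0.05 put into these genes the words ranked at 1, and with -0.02 at 649 and 1043 of 16249. The tables argue against an equal shift of 0.05 or more over all genes with a match to the seed of either hairpin. Seed matches among the called lower genes were not counted, so strong effects on a few matched genes stay open. The tables do not tell which hairpin the cells carried.

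Of the 49 lower genes on chromosome 20, 6 were still called once each chromosome was centred in each library. Centring lifts every gene of the chromosome alike, so a call not far past the fold change threshold is lost whatever lowered the gene. Calls that come from the shift of the chromosome and calls of single genes cannot be told apart by this count. SNAI1 is a gene of this chromosome. Among the 136 genes of chromosome 20 with a mean between 1 and 12 FPKM, 9 genes, SNAI1 included, or 6.62%, fell as far or further, and its log2 fold change was -0.37 after centring. A fall of SNAI1 with the chromosome and one of its own cannot be told apart, because SNAI1 lies inside the spread of these genes.

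At a mean 8-fold apart and at least 1 FPKM in all 3 libraries of the higher group, 14 genes were lower in the libraries labelled shGPR81 (among them CDH11, DEFB1, EEF1A2, EVL, MAGED1, MAL2, MEIS3P1, NLRP2, PDE3B, PLD5, SLC6A19, TFF1 and TMEM98) and 4 higher (RTN1, SNORA9, SNORA33 and SNORD58C), 3 of which are short RNA genes. These genes are named after their values were seen. SNORA9, listed at 0 in shNT, stands for 4 reads over 3 libraries, which a short gene turns into a high FPKM; few reads may account for its place among the rises. RNA of a luminal breast cell line in the shNT libraries might give TFF1 and genes like it. Of 20 luminal markers, 5 (ESR1, AGR3, CDH1, RAB25 and PGR) were listed at 0 in all 6 libraries. Of the 14 tested, 7 were lower: TFF3 was called lower, at 3.08 to 4.11 FPKM in shNT against 0.486 to 0.648, and SPDEF and GREB1 were lower and not called. ERBB3 was called higher. The most abundant, AGR2 and KRT19, were at 91.9 to 99.0 and 65.4 to 88.8 FPKM in shNT and at 88.7 to 95.5 and 105 to 123 FPKM in the libraries labelled shGPR81, and a baseline this high would hide a small share. Admixture and a difference within the cells cannot be told apart, because the levels of the markers in a source are not known here.

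The paper measured several other genes by RT-qPCR or as protein in shGPR81 #1 cells. In the RNA-seq values SLC16A3 (MCT4) was at 110 ± 16.1 FPKM (SD, n = 3) in shNT and at 92.8 ± 7.42 FPKM in the libraries labelled shGPR81 (adjusted p = 0.32, limma; 0.0277 without shNT replicate 1, and 0.00572 to 1 over the alternatives). The upper end of this range came from the treat test, and the highest adjusted p of the other settings was 0.614. The fold change of SLC16A3 never passed 1.5. SLC16A1 (MCT1) stood for 2, 1 and 1 reads in shNT and for 2, 1 and 0 reads in the other group, at or under the floor of 3 reads in both. The log2 fold change was -0.10 for HK2, -0.01 for PFKM, 0.17 for PFKL, 0.04 for PFKP, -0.02 for LDHA and -0.11 for PTHLH, none of them called. PFKM was at 0.05 without shNT replicate 2, PFKL at 0.06 without shNT replicate 1, PFKP at -0.05 without shNT replicate 1, LDHA at 0.02 without shNT replicate 3 and PTHLH at 0.01 without shNT replicate 3.

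The remaining lists had median log2 fold changes between -0.09 and 0.14. The glycolysis list was at -0.0027 over 17 genes (camera, adjusted p = 0.921), the cAMP target list at 0.14 over 14 (0.709), the interferon list at -0.09 over 31 (0.121), the cell cycle list at 0.01 over 33 (0.709), the hypoxia list at -0.01 over 20 (0.921) and the NF-kB target list at -0.06 over 21 (0.232). Under fry the interferon list (adjusted p = 0.00079) and the NF-kB target list (0.0145) passed 0.05, and with an estimated correlation neither did (0.403 and 0.425). Single libraries moved these medians. That of the interferon list was -0.19 without shNT replicate 1, and that of the cAMP target list 0.076 without shNT replicate 2. The NF-kB target list was at -0.033 without shGPR81 replicate 2 and at -0.11 without shGPR81 replicate 3, and the cell cycle list at 0.035 without shNT replicate 1, 0.040 without shGPR81 replicate 1, 0.028 without shGPR81 replicate 2 and 0.020 without shGPR81 replicate 3. The glycolysis list was at 0.011 without shNT replicate 2, 0.055 without shNT replicate 3, 0.015 without shGPR81 replicate 1, 0.019 without shGPR81 replicate 2, -0.063 without shNT replicate 1 and -0.032 without shGPR81 replicate 3. The hypoxia list was at -0.056 without shNT replicate 2, -0.035 without shGPR81 replicate 1, 0.0072 without shNT replicate 3 and 0.00073 without shGPR81 replicate 3. Of the NF-kB target list, 8 genes are also in the cytokine list, and 5 genes of the cell cycle list lie on chromosome 20.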
